# Maternally provided LSD1/KDM1A enables the maternal-to-zygotic transition and prevents defects that manifest postnatally

**DOI:** 10.7554/eLife.08848

**Published:** 2016-01-27

**Authors:** Jadiel A Wasson, Ashley K Simon, Dexter A Myrick, Gernot Wolf, Shawn Driscoll, Samuel L Pfaff, Todd S Macfarlan, David J Katz

**Keywords:** epigenetics, MZT, KDM1a, maternal effect, LSD1, genomic imprinting, Mouse

## Abstract

Somatic cell nuclear transfer has established that the oocyte contains maternal factors with epigenetic reprogramming capacity. Yet the identity and function of these maternal factors during the gamete to embryo transition remains poorly understood. In *C. elegans*, LSD1/KDM1A enables this transition by removing H3K4me2 and preventing the transgenerational inheritance of transcription patterns. Here we show that loss of maternal LSD1/KDM1A in mice results in embryonic arrest at the 1-2 cell stage, with arrested embryos failing to undergo the maternal-to-zygotic transition. This suggests that LSD1/KDM1A maternal reprogramming is conserved. Moreover, partial loss of maternal LSD1/KDM1A results in striking phenotypes weeks after fertilization; including perinatal lethality and abnormal behavior in surviving adults. These maternal effect hypomorphic phenotypes are associated with alterations in DNA methylation and expression at imprinted genes. These results establish a novel mammalian paradigm where defects in early epigenetic reprogramming can lead to defects that manifest later in development.

**DOI:** http://dx.doi.org/10.7554/eLife.08848.001

## eLife digest

During fertilization, an egg cell and a sperm cell combine to make a cell called a zygote that then divides many times to form an embryo. Many of the characteristics of the embryo are determined by the genes it inherits from its parents. However, not all of these genes should be “expressed” to produce their products all of the time. One way of controlling gene expression is to add a chemical group called a methyl tag to the DNA near the gene, or to one of the histone proteins that DNA wraps around.

Soon after fertilization, a process called reprogramming occurs that begins with the removal of most of the methyl tags a zygote inherited from the egg and sperm cells. The zygote’s DNA is then newly methylated to activate a new pattern of gene expression. In mammals, some genes escape this reprogramming; these “imprinted” genes retain the methylation patterns inherited from the parents.

Reprogramming is assisted by “maternal factors” that are inherited from the egg cell. Once reprogramming is completed, the maternal factors are destroyed as part of a process called the maternal-to-zygotic transition. A maternal factor called KDM1A can remove specific methyl tags from certain histone proteins, but how this affects the zygote is not well understood. Now, Wasson et al. (and independently Ancelin et al.) have investigated the role that KDM1A plays in mouse development.

Wasson et al. genetically engineered mouse egg cells to contain little or no KDM1A. Zygotes created from egg cells that completely lack KDM1A die before or shortly after they have divided for the first time and fail to undergo the maternal-to-zygotic transition. Other egg cells that contain low levels of KDM1A can give rise to baby mice. However, many of these mice die soon after birth, and those that grow to adulthood behave in abnormal ways; for example, they display excessive chewing and digging. These disorders are linked to the disruption of DNA methylation at imprinted genes.

The next challenge will be to further investigate the mechanisms by which defects in maternally deposited KDM1A exert their long-range effects on imprinted genes and altered behaviour. This is particularly important because of the recent discovery of three patients with birth defects that are linked to genetic variants in KDM1A.

**DOI:** http://dx.doi.org/10.7554/eLife.08848.002

## Introduction

At fertilization, the epigenome of the developing zygote undergoes widespread changes in DNA methylation and histone methylation (Aoki et al., 1997; Arico et al., 2011; Bultman et al., 2006; Burton and Torres-Padilla, 2010; Lindeman et al., 2011; Smith et al., 2012; Vastenhouw et al., 2010; Wu et al., 2011). This reprogramming is driven by the deposition of maternal proteins and RNA into the zygote (Tadros and Lipshitz, 2009). After fertilization, zygotic genes become transcriptionally active, while the maternal transcriptional program is silenced (Tadros and Lipshitz, 2009). In mice, this maternal-to-zygotic transition (MZT) occurs between the one- and two-cell (1-2C) stage (Aoki et al., 1997; Hamatani et al., 2004; Xue et al., 2013).

Somatic cell nuclear transfer (SCNT) experiments in *Xenopus* demonstrated that the oocyte has the capacity to reprogram a differentiated somatic nucleus into a cloned embryo (Gurdon et al., 1958). This epigenetic reprogramming capacity of the oocyte is also conserved in mammals (Campbell et al., 1996). It is thought that the epigenetic reprogramming capacity of the oocyte enables the MZT. Nevertheless, the enzymes involved in maternal epigenetic reprogramming, and the consequences of failure to reprogram, largely remain a mystery.

Recently, work in *C. elegans* implicated LSD1/SPR-5/KDM1A (previously referred to as LSD1, hereafter referred to as KDM1A) in maternal reprogramming at fertilization. Di-methylation of lysine 4 on histone H3 (H3K4me2) is acquired in gamete genes during the specification and maintenance of the germline. The H3K4me2 demethylase KDM1A is maternally deposited into the zygote at fertilization and required to prevent H3K4me2 from being inherited transgenerationally. Without KDM1A, H3K4me2 accumulates at gamete genes across generations and results in the inappropriate expression of these genes. This correlates with increasing sterility in the population over time (Katz et al., 2009).

The requirement to reprogram H3K4 methylation is also suggested to be a critical step in SCNT. During SCNT in *Xenopus*, the cloned embryos often inappropriately express genes from the tissue where the somatic nucleus was derived (Ng and Gurdon, 2005). This transcriptional memory can be eliminated by overexpressing histone H3 with a mutated K4 residue (Ng and Gurdon, 2008). This work implies that H3K4 methylation may be the carrier of transgenerational transcriptional memory, and that complete reprogramming may require the removal of this modification.

Genomic imprinting is the monoallelic expression of a small number of genes based on their parent of origin (Bartolomei and Tilghman, 1997). Imprinted genes are dependent upon DNA methylation at small imprinting control regions (ICRs) associated with these loci (Bartolomei and Tilghman, 1997). At ICRs, CpG methylation is established in the gametes and maintained throughout the development of the offspring (Bartolomei, 2009). In mammals, there are two amine-oxidase histone demethylases, LSD2/KDM1B (hereafter referred to as KDM1B) and KDM1A (Ciccone et al., 2009; Shi et al., 2004). KDM1B is expressed mainly in the oocyte and required for the establishment of maternal imprints at imprinted loci (Ciccone et al., 2009; Stewart et al., 2015). Without KDM1B, embryos derived from these oocytes exhibit a maternal effect embryonic lethality phenotype prior to mid-gestation (Ciccone et al., 2009). This demonstrates that, similar to *C. elegans*, amine oxidase-type histone demethylases can function maternally in mammals.

KDM1A is a component of several protein complexes. As part of the CoREST complex, it specifically demethylates H3K4me1/2, but not H3K4me3 (Shi et al., 2004; You et al., 2001). Alternatively, when associated with the Androgen Receptor complex KDM1A has been shown to demethylate H3K9me2 in vitro (Metzger et al., 2005). KDM1A is an essential gene in mammalian development, as homozygous mutants fail to develop properly after implantation and die prior to embryonic day 8 (e8) (Foster et al., 2010; Macfarlan et al., 2011; Wang et al., 2007). To determine whether KDM1A may also be involved in maternal reprogramming, we conditionally deleted *Lsd1/Kdm1a* (previously referred to as *Lsd1,* hereafter referred to as *Kdm1a*) in mouse oocytes with three different maternal *Cre* transgenes. Deletion of *Kdm1a* maternally with either *Zp3-Cre* or *Gdf9-Cre* results in embryonic lethality primarily at the 1-2C stage and these embryos fail to undergo the MZT. This suggests that KDM1A plays a conserved role in maternal reprogramming. Surprisingly, deletion of *Kdm1a* maternally with *Vasa-Cre* results in an incomplete loss of KDM1A in oocytes. This uncovers a hypomorphic effect in which some surviving animals exhibit long-range developmental defects, including perinatal lethality and behavioral abnormalities. These defects are associated with disruption of the epigenetic landscape, including aberrant DNA methylation and expression at imprinted loci. These results demonstrate that defects in epigenetic reprogramming between generations can lead to abnormalities later in development.

## Results

### KDM1A is expressed throughout oocyte development

Based on the previously demonstrated maternal role of KDM1A in *C. elegans* and KDM1B in mice, we first asked if KDM1A is expressed in mouse oocytes (Ciccone et al., 2009; Katz et al., 2009). RNA-seq datasets from ovulated oocytes and 2C-stage embryos suggested abundant KDM1A transcripts in these cells (Macfarlan et al., 2012). Immunofluorescence (IF) and immunohistochemistry (IHC) with an antibody raised against KDM1A confirms that KDM1A is expressed in the oocyte nucleus and in the surrounding follicle cells throughout oocyte development (Figure 1A, Figure 1—figure supplement 1A–L). Therefore, to determine if KDM1A functions in oocytes, we conditionally deleted *Kdm1a* by crossing *Kdm1a^fl/fl^* mice (Wang et al., 2007) to three different maternal *Cre* transgenic lines, *Ddx4/Vasa-Cre* (Gallardo et al., 2007), *Gdf9-Cre* (Lan et al., 2004) and *Zp3-Cre* (de Vries et al., 2000) (oocytes and embryos from *Kdm1a^fl/^*^Δ^*::Ddx4/Vasa^Cre^, Kdm1a^fl/^*^Δ^*::Gdf9-Cre,* and *Kdm1a^fl/^*^Δ^*::Zp3-Cre* mice will be referred to hereafter as *Kdm1a^Vasa^, Kdm1a^Gdf9^* and *Kdm1a^Zp3^* respectively). *Vasa-Cre *is expressed in the germline beginning at e18 and induces full deletion by birth (Figure 1B) (Gallardo et al., 2007). *Gdf9-Cre* is expressed in oocytes beginning at postnatal day 3 (P3), including in primordial follicles (Lan et al., 2004), while *Zp3-Cre* is also expressed in oocytes, but beginning at P5 in primary follicles (Figure 1B) (de Vries et al., 2000). KDM1A IHC and IF demonstrate that deletion of *Kdm1a* with either *Gdf9-Cre* or *Zp3-Cre* results in the complete loss of KDM1A from the oocyte nucleus (Figure 1C–F,I). Crossing the *Kdm1a^fl/fl^* allele to *Vasa-Cre* also results in complete maternal deletion, as can be determined by the 100% segregation of the maternally deleted allele to the offspring (all of offspring from *Kdm1a^Vasa^* mothers crossed to wild-type fathers result in heterozygous -/+ offspring) (Figure 1—figure supplement 2). This demonstrates that, similar to deletion via *Gdf9-Cre* or *Zp3-Cre,* crossing the *Kdm1a^fl/fl^*allele to *Vasa-Cre* also effectively deletes *Kdm1a* maternally. However, for reasons that are not clear, deletion of *Kdm1a* with *Vasa-Cre* results in a hypomorphic effect, where 33.3% of oocytes completely lack KDM1A protein, but 66.7% retain a low level of KDM1A (Figure 1G–I). This incomplete effect is surprising because the *Vasa-Cre* transgene is reported to be expressed earlier in the germline than either *Gdf9-Cre* or *Zp3-Cre* (Figure 1B) (Gallardo et al., 2007; Lan et al., 2004). It is possible that the low level of KDM1A remaining in some oocytes is due to delayed deletion of *Kdm1a*, though the reason for this potential delay is unknown.

**Figure 1.**
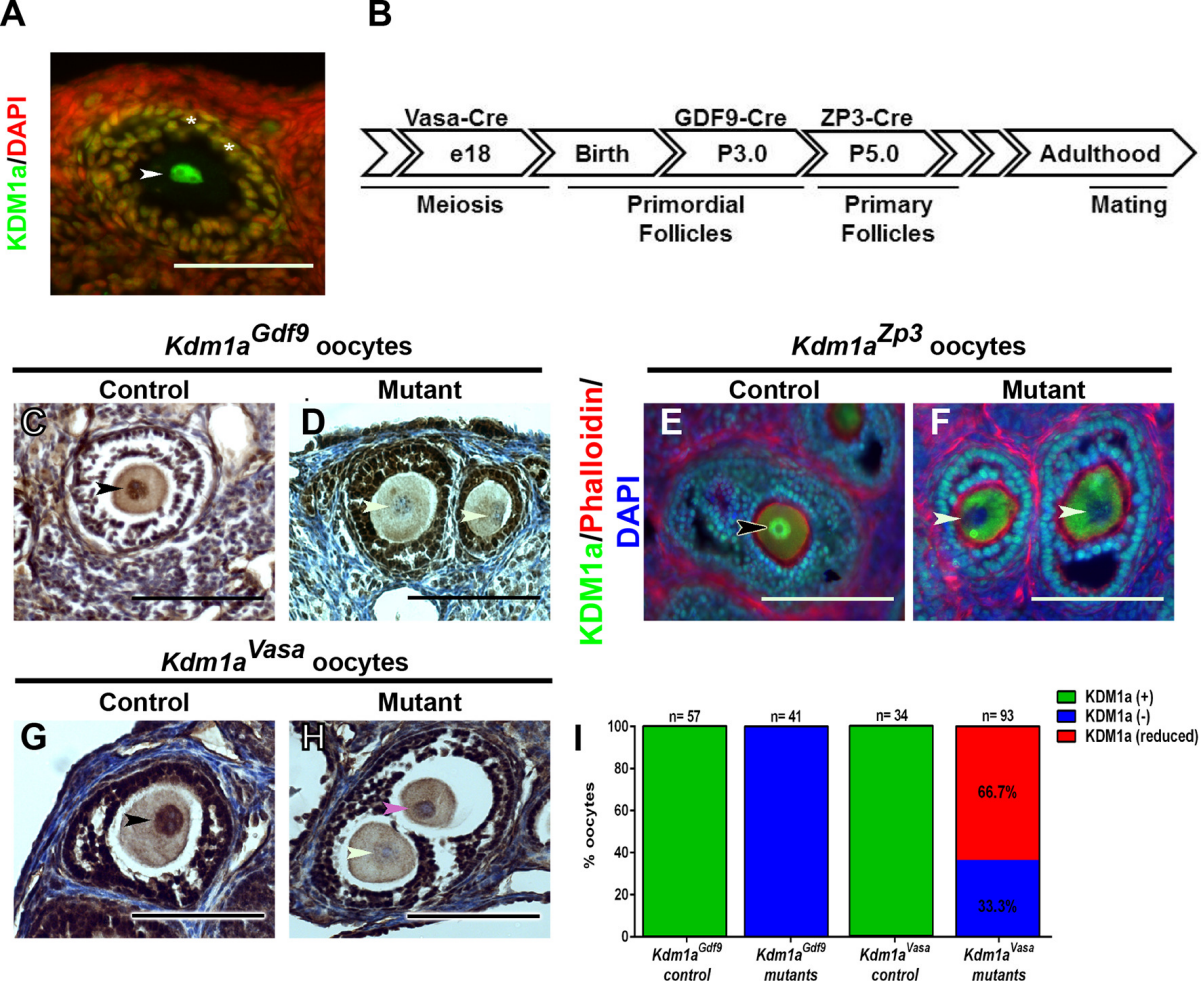
Maternal expression and coditional deletion of *Kdm1a* in mouse oocytes. (**A**) Wild-type mouse oocyte nucleus (white arrowhead) and surrounding follicle cells (white asterisks) stained with anti-KDM1A (green) antibody and DAPI (red). (**B**) Developmental timeline of maternal *Cre* expression (*Vasa-Cre, Gdf9-Cre* and *Zp3-Cre* transgenes) and corresponding oogenesis stages. (**C**,**D**) Immunohistochemistry (IHC) with anti-KDM1A (brown) antibody and hematoxylin (blue) showing KDM1A nuclear expression (black arrowhead) and absence of expression (white arrowheads) in *Kdm1a^Gdf9^* control (**C**) and mutant (**D**) oocytes. (**E**,**F**) Immunofluorescence (IF) with anti-KDM1A (green) antibody, phalloidin (red) and DAPI (blue) showing KDM1A nuclear expression (black arrowhead) and absence of expression (white arrowheads) in *Kdm1a^Zp3^* control (**E**) and mutant (**F**) oocytes. (**G**,**H**) IHC with anti-KDM1A (brown) antibody and hematoxylin (blue) showing KDM1A nuclear expression (black arrowhead), absence of expression (white arrowhead) and reduced expression (pink arrowhead) in *Kdm1a^Vasa^* control (**G**) and mutant (**H**) oocytes. (**I**) Percentage of oocytes with KDM1A (green), reduced KDM1A (red) or no KDM1A blue) staining in *Kdm1a^Gdf9^*and *Kdm1a^Vasa^*heterozygous control versus mutant oocytes. Scale bars represent 50 μm. n=number of oocytes analyzed with percentages indicated for each category. **DOI:** http://dx.doi.org/10.7554/eLife.08848.003

**Figure 1—figure supplement 1.**
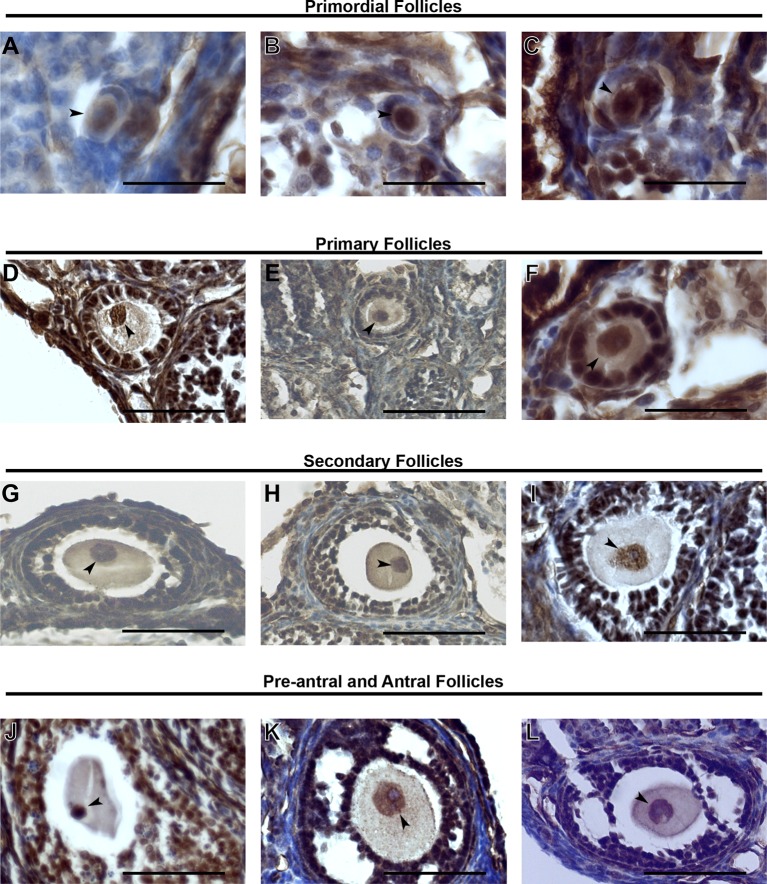
KDM1A expression in stged oocytes. (**A–L**) Immunohistochemistry (IHC) of primordial follicles (**A–C**), primary follicles (**D–F**), secondary follicles (**G-I**) and pre-antral and antral follicles (**J–L**) stained with anti-KDM1A(brown) antibody and hematoxylin (blue). The oocyte nucleus is indicated with black arrowheads. Scale bars represent 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.08848.004

**Figure 1—figure supplement 2.**
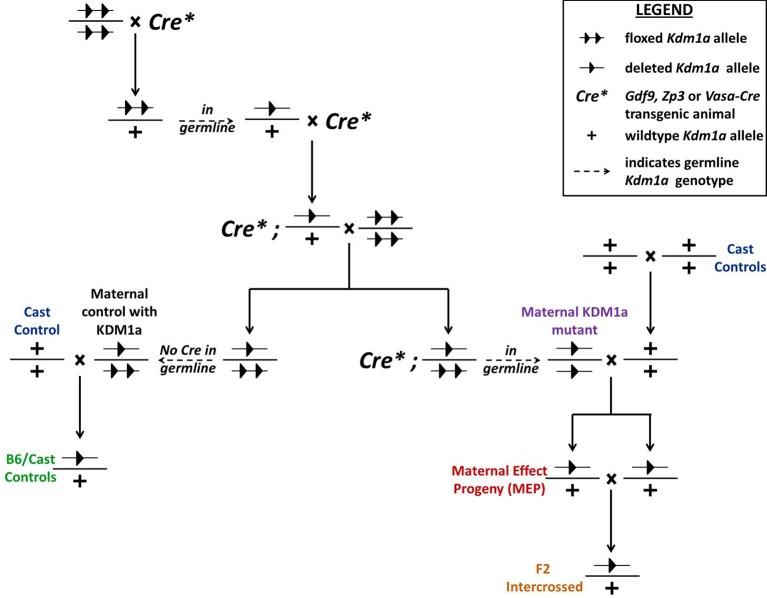
Generation of *Kdm1a* mutant and control animals. *Kdm1a* animals were generated by crossing multiple generations of *Kdm1a^fl/fl^* animals with either *Gdf9-, Zp3*-, or *Vasa-Cre* transgenic animals. Blue indicates *Mus castaneus* control animals. Purple indicates *Kdm1a* mutant females. Green indicates B6/Cast hybrid control progeny. Red indicates *Kdm1a* maternal effect progeny (MEP). Orange indicates progeny resulting from intercrossing 2 MEP adult animals. All labelled progeny were used in crosses and assays presented in subsequent figures (color-coding matches animals used and graphed in each figure). **DOI:** http://dx.doi.org/10.7554/eLife.08848.005

### Loss of maternal KDM1A results in 1–2 cell embryonic arrest

To determine if there is a functional requirement for maternal KDM1A in mice, we crossed *Kdm1a^Vasa^, Kdm1a^Gdf9^* and *Kdm1a^Zp3^* females to wild-type males to generate heterozygous offspring (Figure 1—figure supplement 2). In mice, zygotic transcription begins in the 1C embryo just prior to the first cleavage to the 2C stage (Aoki et al., 1997; Hamatani et al., 2004; Xue et al., 2013). The heterozygous offspring from the maternally deleted mothers have a normal *Kdm1a* gene on the paternal allele. Thus, crossing maternally deleted mothers to wild-type fathers enables us to isolate the maternal function of KDM1A (Maternal-, Zygotic+, hereafter referred to as M-Z+). M-Z+ heterozygous embryos derived from *Kdm1a^Gdf9^* mutant mothers are hereafter referred to as *Kdm1a^Gdf9^* M-Z+ embryos, while M+Z+ heterozygous embryos derived from littermate control mothers that are *Cre* minus are hereafter referred to as *Kdm1a^Gdf9^* M+Z+ embryos. *Kdm1a^Gdf9^* M-Z+ embryos exhibit embryonic arrest at the 1-2C stage (Figure 2—figure supplement 1A–I). Specifically, in control *Kdm1a^Gdf9^* M+Z+ embryos at embryonic day 1.5 (e1.5), we observe 7% fragmented/degraded embryos, 65% 1-cell embryos and 28% 2-cell embryos (n=135, Figure 2—figure supplement 1I). In contrast, in *Kdm1a^Gdf9^* M-Z+ embryos at e1.5 we observe 40% fragmented/degraded embryos, 59% unfertilized oocytes or 1-cell embryos, and only 1% 2C embryos (n=134, Figure 2—figure supplement 1I). The vast majority of the non-degraded *Kdm1a^Gdf9^* M-Z+ embryos are clearly fertilized and arrested at the 1C stage. However, we do occasionally observe unfertilized oocytes. In addition, we sometimes observe embryos that are highly abnormal morphologically and are difficult to clearly assign to a particular category. As a result, we quantified these *Kdm1a^Gdf9^* M-Z+ embryos together. Nevertheless, compared to *Kdm1a^Gdf9^* M+Z+ embryos, *Kdm1a^Gdf9^* M-Z+ embryos have a large increase in the number of fragmented/degraded embryos at the expense of normal 2C embryos (Figure 2—figure supplement 1I). Also, the remaining 1C and 2C *Kdm1a^Gdf9^* M-Z+ embryos do not progress beyond the 1-2C stage, as we never observe any later stage embryos even at e2.5 (Figure 2—figure supplement 1C,G,H).

M-Z+ heterozygous embryos derived from *Kdm1a^Zp3^* mothers (hereafter referred to as *Kdm1a^Zp3^* M-Z+embryos) undergo a phenotype that is similar to *Kdm1a^Gdf9^* M-Z+ embryos. At e1.5, 95% (n=20) of control *Kdm1a^Zp3^* M+Z+ embryos have reached the 2C stage (Figure 2E). In contrast, at e1.5 only 35% (n=57) of *Kdm1a^Zp3^* M-Z+ embryos reach the 2C stage (Figure 2E), though this is still much higher than the 1% of *Kdm1a^Gdf9^* M-Z+ embryos that reach the 2C stage (Figure 2—figure supplement 1I). It is not clear why there is a difference in the number of *Kdm1a^Zp3^* versus *Kdm1a^Gdf9^* M-Z+ embryos that cleave to the 2C stage. However, this may be due to subtle differences in developmental timing, strain background, or *Cre* specific differences. In addition, we have observed two *Kdm1a^Zp3^* M-Z+ embryos that develop past the 2C stage to the 3C- and 4C- stage (Figure 2—figure supplement 1J,K), though like the *Kdm1a^Gdf9^* M-Z+ embryos, no *Kdm1a^Zp3^* M-Z+ embryos survive to the blastocyst stage (data not shown). Taken together, the results from *Kdm1a^Gdf9^* and *Kdm1a^Zp3^* mice suggest that the embryonic arrest, primarily at the 1-2C stages is the KDM1A maternal loss-of-function phenotype.

**Figure 2.**
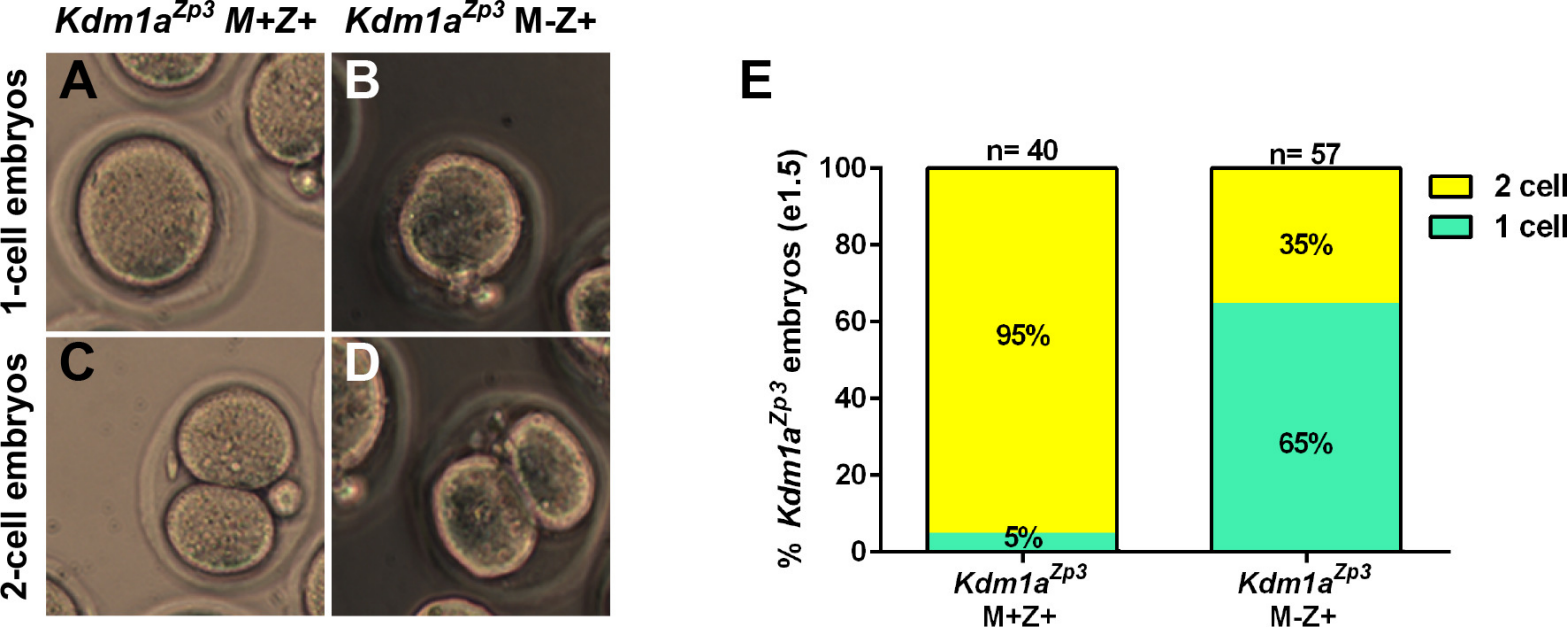
*Kdm1a^Zp3^* embryos arrest at the 1–2 cell stage. (**A–D**) Brightfield images of (**A**,**C**) M+Z+ and (**B**,**D**) M-Z+ 1- and 2-cell embryos derived from *Kdm1a^Zp3^* control and mutant mothers at e1.5. (**E**) Percentage of 1-cell (green) and 2-cell (yellow) embryos derived from *Kdm1a^Zp3^* control and mutant mothers at e1.5. n = 40 for *Kdm1a^Zp3^* M+Z+ embryos from 3 litters. n = 57 for *Kdm1a^Zp3^* M-Z+ embryos from 6 litters. **DOI:** http://dx.doi.org/10.7554/eLife.08848.006

**Figure 2—figure supplement 1.**
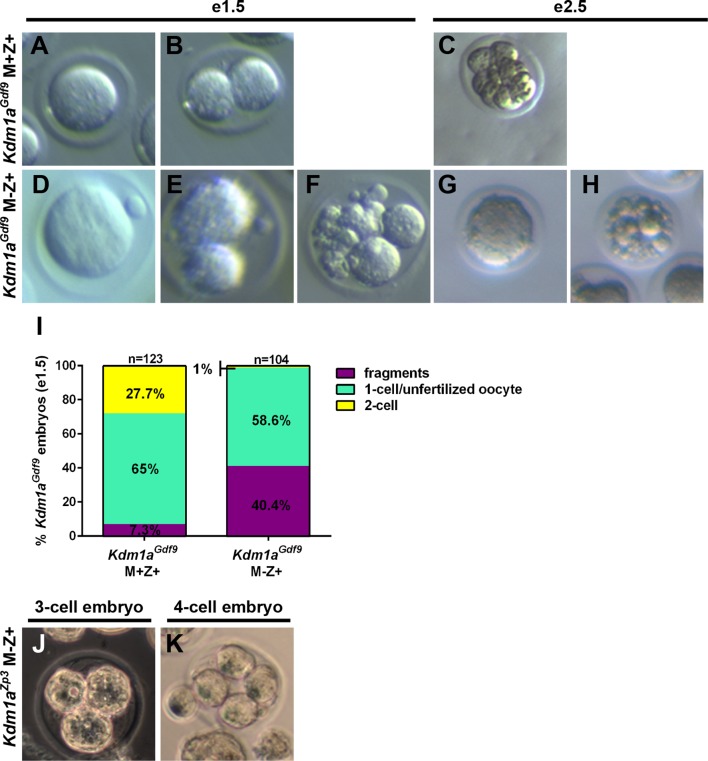
Lack of normal *Kdm1a^Gdf9^* and *Kdm1a^Zp3^* embryos at embryonic day 1.5 and 2.5. (**A**,**B**,**D**,**E**,**F**) Brightfield images of embryonic day 1.5 (e1.5) M+Z+ 1-cell (**A**) and 2-cell (**B**) embryos and M-Z+ 1-cell (****D****), 2-cell (**E**), and fragmented (**F**) embryos derived from *Kdm1a^Gdf9^* control and mutant mothers. (**C**,**G**,**H**) Brightfield images of e2.5 M+Z+ 8-cell (**C**) embryo and M-Z+ abnormal 1-cell (**G**), and fragmented (**H**) embryos derived from *Kdm1a^Gdf9^* control and mutant mothers. (**I**) Percentage of fragmented (purple), unfertilized oocyte or 1C (green), and 2C (yellow) embryos from *Kdm1a^Gdf9^* control and mutant mothers. n = 123 for *Kdm1a^Gdf9^* M+Z+ control embryos from 8 litters. n = 104 for *Kdm1a^Gdf9^* M-Z+ embryos from 8 litters. (**J**) Brightfield image of 3-cell M-Z+ embryo derived from a *Kdm1a^Zp3^* mutant mother. (**K**) Brightfield image of 4-cell M-Z+ embryo derived from a *Kdm1a^Zp3^* mutant mother. **DOI:** http://dx.doi.org/10.7554/eLife.08848.007

### Loss of maternal KDM1A results in a failure to undergo the MZT

To determine the maternal function of KDM1A, we considered two possibilities; (1) that KDM1A affects transcription in the oocyte, or (2) that maternal KDM1A affects transcription post-fertilization during the MZT. To determine if KDM1A affects transcription in the oocyte, we first compared the transcriptome of control *Kdm1a^fl/fl^*(Macfarlan et al., 2012) versus *Kdm1a^Zp3^* mutant oocytes. 

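The mutant group consisted of 3 libraries of ovulated oocytes from *Kdm1a Zp3* females, in which Cre under the Zp3 promoter deletes Kdm1a during oocyte growth. The control oocyte libraries were those of an earlier study, so study of origin and genotype cannot be told apart in this comparison. Kdm1a, on chromosome 4 of GRCm38 from 136550533 to 136602787, served as a check of the labels. Its mean normalized expression in the authors' deposited table was 921 in control oocytes and 6.37 in *Kdm1a Zp3* oocytes, a log2 fold change of -6.97 (adjusted p = 1.22e-04 from the authors' Monte Carlo negative binomial test with Benjamini-Hochberg adjustment). To make these values, the authors cut the first read of each pair to 50 bp, kept reads with an average base quality of at least 15, and aligned them with BBMap to the sequences of mm10 genes (knownGene, ensGene and refGene) and RepeatMasker repeats at 95% identity, with up to 1 indel and up to 2000 equally good alignments. A read that fitted several gene loci was weighted down at each by the square of their number, so genes with close copies have low values and may share reads. The values were median normalized and averaged within each group. They hold no value per library, so no SD or n is given and the depth of the libraries is unknown here. The log2 fold changes are of means to which 1 was added, which understates the change of low genes. The authors state that features with fewer than 10 raw counts in all conditions were not tested, and 11651 of 47728 gene rows and 518 of 875 repeat names have a test. From the deposited p-values, the Benjamini-Hochberg adjustment was computed again over genes and repeats together, with a threshold of 0.05, and it changed 0 of the authors' calls. A further 130 gene rows had a mean of at least 50 in either group but no test, and whether the stated minimum accounts for them is not known.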

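Most genes measured in oocytes lacking KDM1A did not pass the test, and those that did moved both ways. Of 11651 tested genes, 281 were higher and 195 lower in *Kdm1a Zp3* oocytes than in control oocytes at an adjusted p under 0.05, from the authors' Monte Carlo negative binomial test with the adjustment computed again here. Among the higher genes with the largest changes, Btn1a1, which encodes the milk fat globule protein butyrophilin, had a mean of 2.07 in control and 2028 in mutant oocytes in the authors' deposited table (log2 fold change 9.37, adjusted p = 4.99e-09 from that test). In the same authors' deposited table, log2 fold changes were 8.85 for Tceal8, 6.65 for Ucma, a cartilage matrix protein, 5.91 for Ltbp4, which binds latent TGF-beta, and 5.78 for the syntaxin Stx11. At the lower end, Stk39, Plxdc2 and Ust had means of 599, 586 and 239 in control oocytes in the authors' deposited table and were listed at 0 in the mutant. The Wnt pathway transcription factor Lef1 had a log2 fold change of -6.98 and the endothelin-converting enzyme Ece1 one of -6.93 in the authors' deposited table. The count depended on the threshold: at an adjusted p under 0.01, 142 genes were higher and 95 lower, and with the authors' Monte Carlo share in place of the p-value 184 were higher and 114 lower. At an unadjusted p under 0.05, 1848 genes passed.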

We found relatively few transcriptional changes, with 195 genes over expressed and 281 genes under expressed in *Kdm1a^Zp3^* oocytes (Figure 3A, Figure 3—source data 1A, Figure 3—figure supplement 5). In addition, amongst the 875 repeat types extracted from the RepeatMasker database (including LINEs, SINEs, etc.) there were only 2 repeat families that were activated and 2 repressed in *Kdm1a^Zp3^* oocytes (Figure 3A, Figure 3—source data 1A, Figure 3—figure supplement 5). 

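All 4 repeat names that passed the test in oocytes belong to the ERVK family of endogenous retroviruses. RLTR9E rose from a mean of 213 in control to 639 in *Kdm1a Zp3* oocytes in the authors' deposited table (log2 fold change 1.58, adjusted p = 0.0336 from the authors' Monte Carlo negative binomial test), and MMTV-int was at 43.9 in mutant oocytes and listed at 0 in controls (adjusted p = 0.0361). RLTR31C_MM fell from 2273 to 512 (log2 fold change -2.15, adjusted p = 0.00291) and RLTR12G from 74.1 to 2.47 (log2 fold change -4.44, adjusted p = 0.0184) in the authors' deposited table. MMTV-int and RLTR12G, with means under 200, were named after their values were seen. MERVL-int, the internal part of the endogenous retrovirus that is transcribed at the 2C stage, had a log2 fold change of 0.81 in the authors' deposited table (adjusted p = 0.566), and its long terminal repeat MT2_Mm one of 0.56 (adjusted p = 0.753). IAPEz-int had a log2 fold change of -2.79 (adjusted p = 0.139) and L1Md_T, a young LINE-1, one of -0.51 (adjusted p = 0.798) in the authors' deposited table. By family, 2 of 193 tested ERVK names were higher and 2 lower (two-sided Fisher's exact test against the other repeats, adjusted p = 1 for both). At an unadjusted p under 0.05, 33 repeats were higher and 12 lower. At an adjusted p under 0.01, with repeats adjusted apart from genes, or with the Monte Carlo share in place of the p-value, 0 repeats were higher and 1 lower.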

Manual inspection revealed that few of these genes/repeats had both large fold-changes and low p-values, with the exception of the Mt1 gene, which was very highly activated in *Kdm1a^Zp3^* oocytes. Furthermore, we found several mitochondrially encoded genes (like mtCo3 and Atpase6) that had small but significantly reduced levels in *Kdm1a^Zp3^* oocytes. These mitochondrial genes are unlikely to be directly regulated by KDM1A, but their reduced levels could indicate a subtle metabolic defect in the mutants. 

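Mt1 encodes metallothionein 1, a small protein that binds zinc and copper, and lies on chromosome 8 of GRCm38 from 94178883 to 94180327. Its mean was 0.975 in control and 2749 in *Kdm1a Zp3* oocytes in the authors' deposited table, a log2 fold change of 10.44 (adjusted p = 1.03e-12 from the authors' Monte Carlo negative binomial test). Mt2, the neighbouring gene from 94172618 to 94173567, had means of 1.16 in control and 2.47 in mutant oocytes in the authors' deposited table and was not tested. Of 3 tested genes of metallothioneins and zinc transport, 1 was higher and 0 lower (1 and 0 when adjusted over the list alone). Across all 476 genes that passed, the median size of the log2 change was 3.00 and the smallest was 1.52. With a bound of 3 on the size of the log2 change, chosen after the values were seen, 238 of them lay past it, and 134 of those also had an adjusted p under 0.01. Of the 134, 84 were higher and 50 lower in the mutant. Counted over both directions, 84 of the 134 had a mean of at least 200 in the higher group.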

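Transcripts of the mitochondrial genome formed the only list, of those with at least 3 tested genes, that stood apart in oocytes by its count of lower genes. Of 15 tested genes on chromosome MT, 8 were lower in *Kdm1a Zp3* oocytes and 0 higher (11 and 0 when adjusted over the list alone), which is more than among the other tested genes (two-sided Fisher's exact test over genes, odds ratio 70.0, p adjusted over lists 5.28e-10). Fisher's test takes genes as independent, which genes of 1 genome are not. mt-Co3, subunit 3 of cytochrome c oxidase, had means of 2485 in control and 308 in mutant oocytes in the authors' deposited table, a log2 fold change of -3.01 (adjusted p = 1.26e-06 from the authors' Monte Carlo negative binomial test). Atpase6, a subunit of the ATP synthase, is listed on 2 rows, on chromosomes 1 and MT, that share reads, and its log2 fold change was -3.26 on both in the authors' deposited table. Cox2 and Cytb, further parts of the respiratory chain, had log2 fold changes of -2.97 and -2.88 there, in the authors' deposited table. The median log2 fold change of the 15 genes was -2.49, against -0.53 to 0.28 for the central 95% of 10000 random lists matched on expression.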

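Few genes typical of oocytes passed the test between the genotypes. Of 54 tested oocyte genes, listed before the data were examined, 1 was higher in *Kdm1a Zp3* oocytes and 0 lower (1 and 0 when adjusted over the list alone), with a median log2 fold change of 0.02. The higher gene was Zp3, a zona pellucida protein whose promoter drives the Cre transgene, with a log2 fold change of 1.65 in the authors' deposited table (adjusted p = 0.0231 from the authors' Monte Carlo negative binomial test). Ribosomal protein genes had a median log2 fold change of 0.87, and of 69 tested rows 2 were higher, Rps2 and Rpl34, and 0 lower (2 and 0 when adjusted over the list alone). Of 30 proteasome genes, 49 ribosome biogenesis genes and 33 spliceosome genes, 0 passed in either direction (also 0 when adjusted over the list alone). By their medians, ribosomal protein genes lay above the central 95% of random lists matched on expression (-0.24 to 0.35), as did proteasome genes (0.46, against -0.37 to 0.27) and replication-dependent histone genes (0.58, against -0.41 to 0.44). Across 11651 tested genes, the Spearman correlation of the group means of *Kdm1a Zp3* and control oocytes was 0.902, a description across genes, which are not replicates. The paper points to the low number of changed genes and repeats and to a manual inspection of their fold changes and p-values. It concludes that transcription in oocytes is little affected by the loss of KDM1A.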

Taken together, these results demonstrate that loss of KDM1A has little effect on transcription in oocytes.

**Figure 3.**
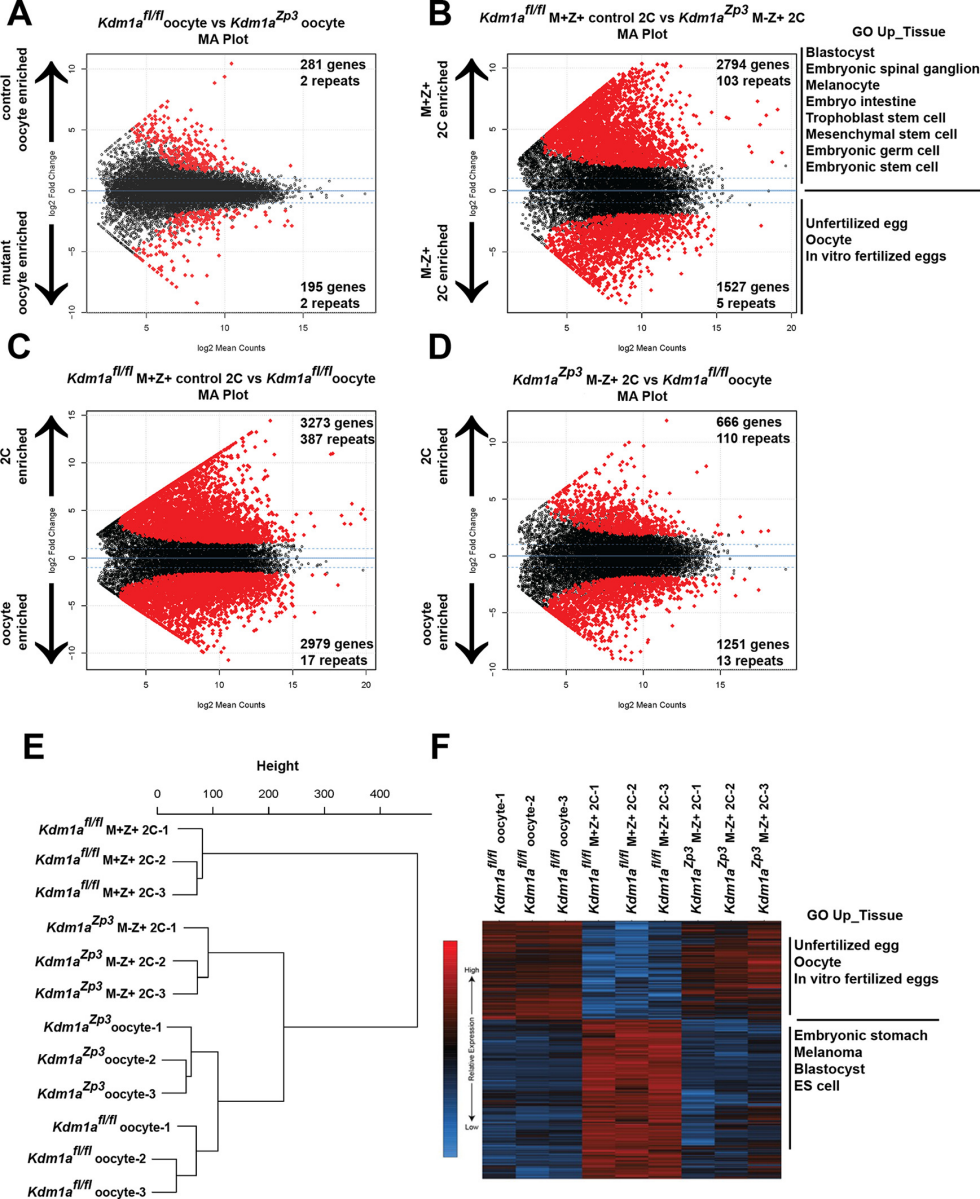
The MZT is impaired in *Kdm1a^Zp3^* mutants. (**A**,**B**) Differential expression of mRNAs in *Kdm1a^fl/fl^*versus *Kdm1a^Zp3^* oocytes (**A**) or *Kdm1a^fl/fl^* M+Z+ versus *Kdm1a^Zp3^* M-Z+ 2C embryos (**B**) as determined by RNA-seq. Genes/repeats highlighted in red are significant with the number of significant gene/repeats show. GO enrichment using the Up_tissue database was performed on *Kdm1a^fl/fl^*M+Z+ 2C enriched and *Kdm1a^Zp3^* M-Z+ 2C enriched mRNAs, with a list of the most enriched categories displayed. (**C**,**D**) Differential expression of mRNAs in *Kdm1a^fl/fl^* M+Z+ 2C embryos versus *Kdm1a^fl/fl^* oocytes (**C**) or *Kdm1a^Zp3^* M-Z+ 2C embryos versus *Kdm1a^fl/fl^* oocytes (**D**). The numbers of zygotically activated (2C enriched) genes/repeats and zygotically repressed (oocyte enriched) genes/repeats are highlighted in each comparison. (**E**) Hierarchical cluster dendrogram of transcriptomes in *Kdm1a^fl/fl^* oocytes, *Kdm1a^Zp3^* oocytes, *Kdm1a^fl/fl^*M+Z+ 2C embryos, and *Kdm1a^Zp3^* M-Z+ 2C embryos. (**F**) Heat map of gene expression of principal component 1 (PC1) genes in *Kdm1a^fl/fl^*oocytes, *Kdm1a^fl/fl^* M+Z+ 2C embryos, and *Kdm1a^Zp3^* M-Z+ 2C embryos. The most GO Up_tissue enriched terms are displayed for the 2 categories of PC1 genes. **DOI:** http://dx.doi.org/10.7554/eLife.08848.008 10.7554/eLife.08848.009Figure 3—source data 1.Gene Table comparison of *Kdm1a^fl/fl^* oocytes and *Kdm1a^Zp3^* oocytes.Deseq output for expression of genes used for pairwise comparisons. Column labeled a represents average normalized expression of *Kdm1a^fl/fl^*control oocytes and b represents average normalized expression of *Kdm1a^Zp3^* mutant oocytes.**DOI:** http://dx.doi.org/10.7554/eLife.08848.009 10.7554/eLife.08848.010Figure 3—source data 2.Gene Table comparison of *Kdm1a^Zp3^* M+Z+ 2C and *Kdm1a^Zp3^* M-Z+ 2C embryos.Deseq output for expression of genes used for pairwise comparisons. Column labeled a represents average normalized expression of *Kdm1a^Zp3^* M+Z+ 2C embryos and b represents average normalized expression of *Kdm1a^Zp3^* M-Z+ 2C embryos.**DOI:** http://dx.doi.org/10.7554/eLife.08848.010 10.7554/eLife.08848.011Figure 3—source data 3.Gene Table comparison of *Kdm1a^Zp3^* M+Z+ 2C and *Kdm1a^fl/fl^* oocytes.Deseq output for expression of genes used for pairwise comparisons. Column labeled a represents average normalized expression of *Kdm1a^Zp3^* M+Z+ 2C embryos and b represents average normalized expression of *Kdm1a^fl/fl^*control oocytes.**DOI:** http://dx.doi.org/10.7554/eLife.08848.011 10.7554/eLife.08848.012Figure 3—source data 4.Gene Table comparison of *Kdm1a^Zp3^* M-Z+ 2C and *Kdm1a^fl/fl^* oocytes.Deseq output for expression of genes used for pairwise comparisons. Column labeled a represents average normalized expression of *Kdm1a^Zp3^* M-Z+ 2C embryos and b represents average normalized expression of *Kdm1a^fl/fl^*control oocytes.**DOI:** http://dx.doi.org/10.7554/eLife.08848.012

**Figure 3—figure supplement 1.**
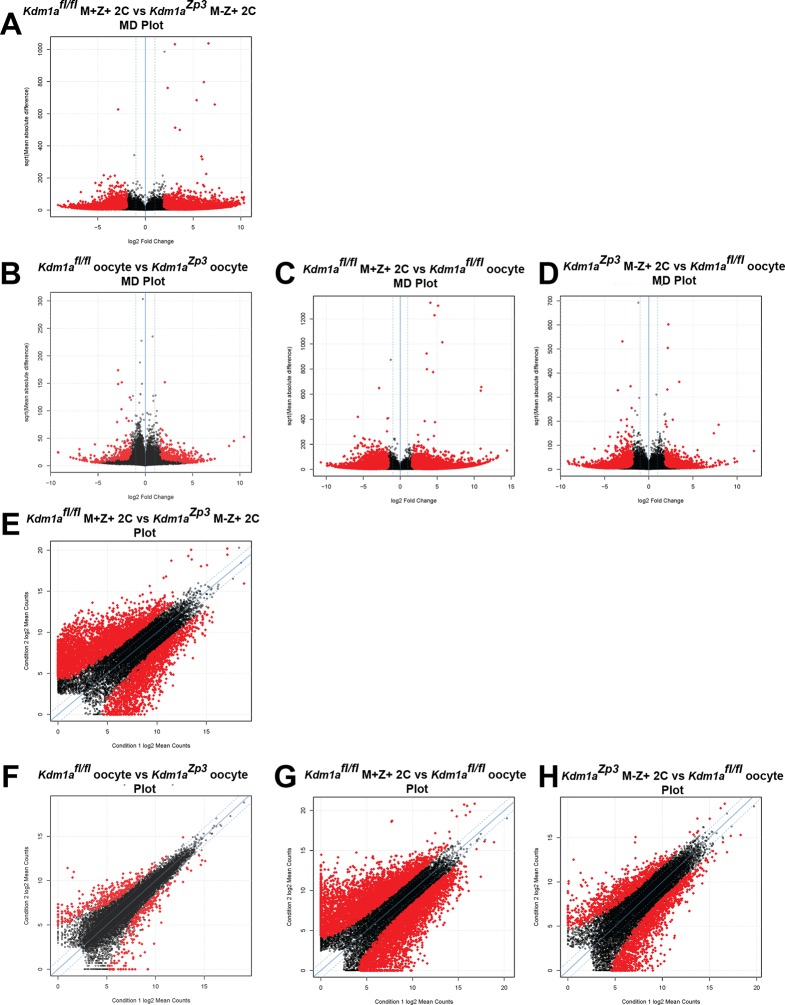
The MZT is impaired in *Kdm1a^Zp3^* mutants. (**A–H**) Differential expression of mRNAs in *Kdm1a^fl/fl^* versus *Kdm1a^Zp3^* oocytes (**A**,**E**), *Kdm1a^fl/fl^* M+Z+ versus *Kdm1a^Zp3^* M-Z+ 2C embryos (**B**,**F**), *Kdm1a^fl/fl^* M+Z+ 2C embryos versus *Kdm1a^fl/fl^* oocytes (**C**,**G**), and *Kdm1a^Zp3^* M-Z+ 2C embryos versus *Kdm1a^fl/fl^* oocytes (**D**,**H**) as determined by RNA-seq. Differential expression represented in mean difference plots (**A–D**) and normalized FPKM values on XY scatter plots (**E–H**). Genes/repeats highlighted in red are significant. **DOI:** http://dx.doi.org/10.7554/eLife.08848.013

**Figure 3—figure supplement 2.**
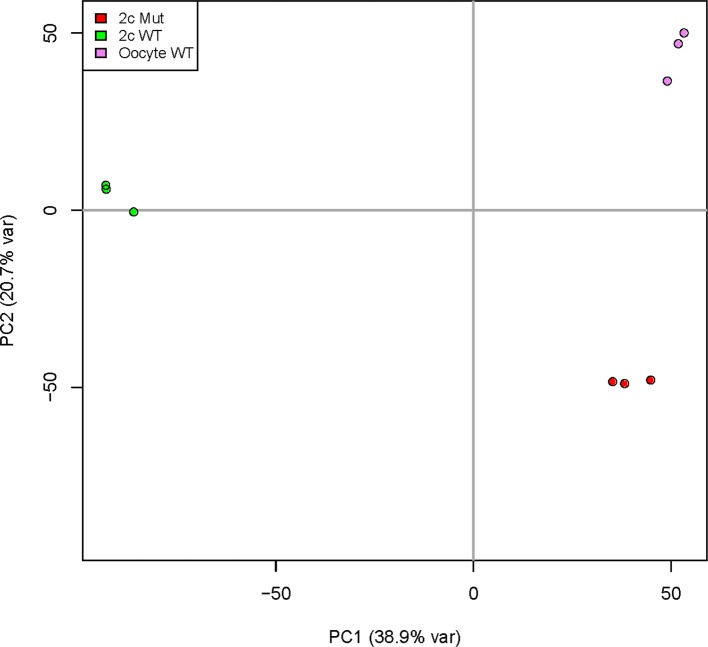
Principal component analysis of *Kdm1a^Zp3^* 2C embryos. (**A**) Principal Component 1 is plotted on x-axis and Principal Component 2 is plotted on y-axis. Variance due to each component for *Kdm1a^Zp3^* M-Z+ 2C embryos (red), *Kdm1a^fl/fl^*M+Z+ 2C embryos (green), and *Kdm1a^fl/fl^* oocytes (purple) are shown. **DOI:** http://dx.doi.org/10.7554/eLife.08848.014

**Figure 3—figure supplement 3.**
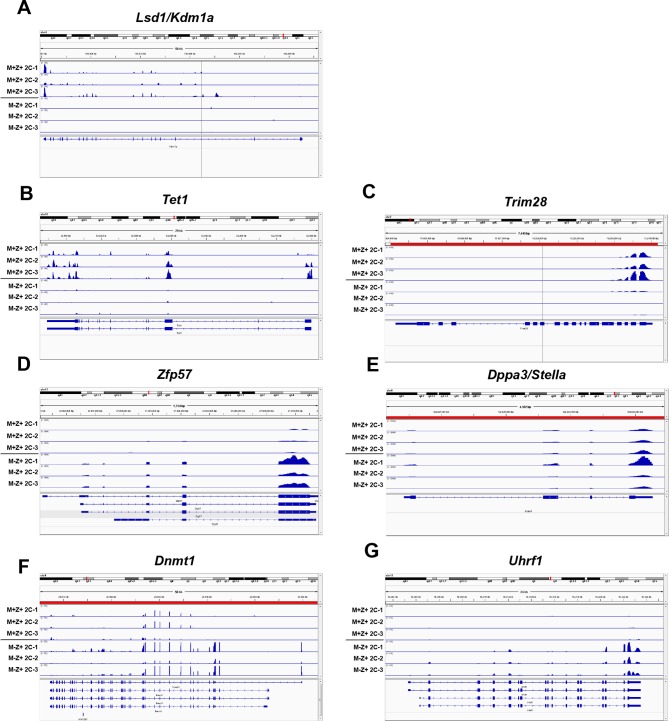
Expression of epigenetic regulators in *Kdm1a^Zp3^* 2C embryos. Sequenced RNA-seq reads showing relative expression from *Kdm1a^fl/fl^* M+Z+ 2C embryos and *Kdm1a^Zp3^* M-Z+ 2C embryos aligned to the genome for *Lsd1/Kdm1a *(**A**), *Tet1 *(**B**), *Trim28 *(**C**), *Zfp57 *(**D**), *Dppa3/stella *(**E**), *Dnmt1 *(**F**) and *Uhrf1 *(**G**). Gene tracks visualized using Integrative Genomics Viewer. **DOI:** http://dx.doi.org/10.7554/eLife.08848.015

**Figure 3—figure supplement 4.**
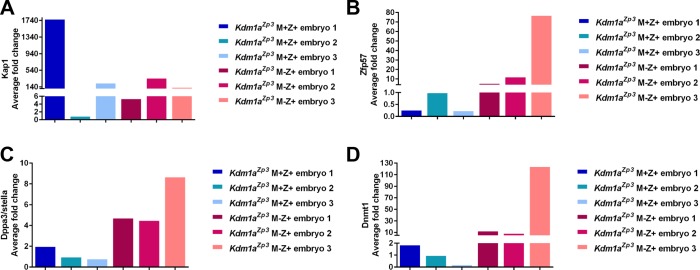
Relative expression of epigenetic regulators in *Kdm1a^Zp3^* 2C embryos. Quantitative RT-PCR analysis of epigenetic regulators including *Trim28 *(**A**), *Zfp57 *(**B**) *Dppa3/stella *(**C**), and *Dnmt1 *(**D**) in *Kdm1a^Zp3^* M+Z+ 2C embryos compared to *Kdm1a^Zp3^* M-Z+ 2C embryos. Y-axis represents average fold change. All gene expression was normalized to *Hprt* expression. **DOI:** http://dx.doi.org/10.7554/eLife.08848.016

**Figure 3—figure supplement 5.**
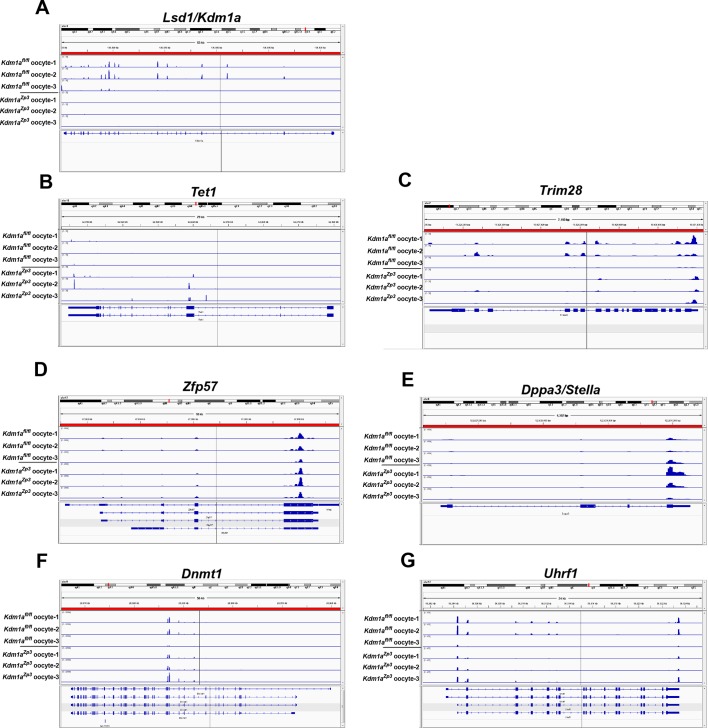
Expression of epigenetic regulators in *Kdm1a^fl/fl^* and *Kdm1a^Zp3^* oocytes. Sequenced RNA-seq reads showing relative expression from *Kdm1a^fl/fl^* oocytes and *Kdm1a^Zp3^* mutant oocytes aligned to the genome for *Lsd1/Kdm1a *(**A**), *Tet1 *(**B**), *Trim28 *(**C**), *Zfp57 *(**D**), *Dppa3/stella *(**E**), *Dnmt1 *(**F**) and *Uhrf1 *(**G**). Gene tracks visualized using Integrative Genomics Viewer. **DOI:** http://dx.doi.org/10.7554/eLife.08848.017

Since we did not see a significant affect on oocytes, we considered the possibility that loss of KDM1A affects transcription post-fertilization during the MZT. To determine if this is the case, we isolated fertilized *Kdm1a^Zp3^* M-Z+ embryos that cleaved to the 2C stage, and compared them to *Kdm1a^fl/fl ^*M+Z+ 2C embryos (Macfarlan et al., 2012). 

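The M-Z+ group consisted of 3 libraries of 2C embryos from *Kdm1a Zp3* mothers, flushed at embryonic day 1.5. These embryos carry a paternal Kdm1a allele but no maternal KDM1A. The M+Z+ 2C libraries were again those of an earlier study, so study of origin and genotype cannot be told apart here either. The methods give lysis in Prelude buffer, cDNA amplified with the Ovation RNA-seq system, TruSeq libraries and an Illumina HiSeq 2000, while the submitters' labels name different library kits for oocytes and 2C embryos. Kdm1a had means of 1254 in control M+Z+ and 14.5 in M-Z+ 2C embryos in the authors' deposited table, a log2 fold change of -6.34 (adjusted p = 1.34e-06 from the authors' Monte Carlo negative binomial test with Benjamini-Hochberg adjustment). The processing was that of the oocyte libraries. The deposited tables with 2C embryos name their columns of means only a and b. They were read in the order under which the number of genes past the threshold in each direction equals the paper's and the axes of Figure 3, which is opposite to the legends of the source data. Read so, the control oocytes of these tables rank genes as the named control column of the oocyte table does (Spearman correlation 0.9999 across 13117 genes for the control 2C table and across 12300 for the M-Z+ 2C table). Of 47728 gene rows 12385 were tested in the 2C comparison, and 1136 others with a mean of at least 50 in either group were not. Repeats of 2C embryos are not analysed here, and the deposited adjusted p-values were used for these tables because their adjustment included repeats.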

We chose to focus on embryos from *Kdm1a^Zp3^* mothers because a substantially higher proportion of these embryos reach the 2C stage. 

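M-Z+ 2C embryos differed from control 2C embryos at 4321 of 12385 tested genes. By the authors' Monte Carlo negative binomial test with Benjamini-Hochberg adjustment, 1527 were higher and 2794 lower in *Kdm1a Zp3* M-Z+ embryos. The median log2 fold change of the lower genes was -4.62. Npl, an enzyme of sialic acid breakdown, had a mean of 6440 in control and 3.95 in M-Z+ embryos in the authors' deposited table (log2 fold change -10.35, adjusted p = 8.51e-12 from that test). Log2 fold changes were -10.28 for Exoc3l2, -10.26 for the selenoprotein gene Vimp, -10.13 for the metallothionein gene Mt2, -9.93 for Bex6 and -9.84 for the autophagy receptor Calcoco2 in the authors' deposited table. In the other direction Slco1a5, an organic anion transporter, had means of 0.58 in control and 768 in M-Z+ embryos in the authors' deposited table (log2 fold change 8.93, adjusted p = 2.80e-09), and log2 fold changes were 9.17 for Btn1a1, 8.53 for Eras, a Ras protein of embryonic stem cells, and 8.48 for the transcription factor Nfatc1. Ptprq and Pga5 had means of 428 and 331 in M-Z+ embryos in the authors' deposited table and were listed at 0 in controls. At an adjusted p under 0.01, 943 genes were higher.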

We found a dramatic alteration of the transcriptome, with 1527 genes over expressed and 2794 genes under expressed in *Kdm1a^Zp3^* M-Z+ 2C embryos (Figure 3B, Figure 3—source data 1B). In addition, there were 103 repeat families that were repressed in *Kdm1a^Zp3^* 2C M-Z+ embryos, compared with only 5 that were activated (Figure 3B, Figure 3—source data 1B). These findings are in contrast to what has been observed in *Kdm1a* mutant ES cells that display a general de-repression of both genes and repeats (Macfarlan et al., 2011; Macfarlan et al., 2012). 

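Oocyte genes were higher and genes of the 2C stage and of ribosomes were lower in M-Z+ than in control 2C embryos. Of 54 tested oocyte genes, 37 were higher and 3 lower in *Kdm1a Zp3* M-Z+ embryos (39 and 3 when adjusted over the list alone), with a median log2 fold change of 2.96 (two-sided Fisher's exact test of the higher genes against the other tested genes, odds ratio 15.8, p adjusted over lists 1.60e-20). They include Zar1, a maternal-effect gene, Gdf9, an oocyte growth factor, and Tcl1b4, with log2 fold changes of 5.59, 5.05 and 5.47 in the authors' deposited table. Of the 3 lower members, the homeobox genes Obox6 and Obox3 had log2 fold changes of -9.38 and -6.63 in the authors' deposited table. Of 29 tested rows of 2C-stage genes, 13 were lower and 2 higher (15 and 2 when adjusted over the list alone), with a median of -2.98 (Fisher's p adjusted over lists 0.0211). Tdpoz1 had a mean of 712 in control embryos in the authors' deposited table and was listed at 0 in M-Z+ embryos. Ribosomal protein genes were lower at 67 of 82 rows and higher at 0 (71 and 0 when adjusted over the list alone), with a median of -4.00 (Fisher's p adjusted over lists 1.14e-28). Rpl38, Rpl14 and Rps19 had log2 fold changes of -8.15, -7.36 and -6.87 in the authors' deposited table, and since these genes have many pseudogenes their values may share reads. Of 19 genes of pluripotency and early lineages, 8 were lower and 0 higher (8 and 1 when adjusted over the list alone, Fisher's p adjusted over lists 0.136). Tead4, a trophectoderm factor, and Klf4 and Klf5 had log2 fold changes of -7.97, -7.57 and -6.40 in the authors' deposited table.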

GO analysis of over and under expressed genes in *Kdm1a^Zp3^* 2C M-Z+ embryos demonstrated an enrichment of genes normally expressed in unfertilized oocytes, and a reduction in genes associated with embryonic development and tissue specific gene expression. This suggests that *Kdm1a^Zp3^* M-Z+ 2C embryos may fail to undergo the MZT (Figure 3B, Figure 3—source data 1B).

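The genes that differed between the 2 groups of 2C embryos were to a large part those that differ between control oocytes and control 2C embryos. Of 2794 genes lower in *Kdm1a Zp3* M-Z+ embryos and tested in both comparisons, 2141, or 76.6% (95% Wilson interval 75.0% to 78.2%, for counting error only), were higher in control 2C embryos than in control oocytes. Independent lists of these sizes would share 739 genes. Both comparisons use the control 2C libraries, and 100 simulations of unchanged groups against shared controls gave 1427 on average. The simulations took as many top-ranked genes as had passed the test in the data, with equal variance in all groups. They therefore do not estimate how many unchanged genes would be shared past the threshold. Of 1383 genes higher in M-Z+ embryos and tested in both comparisons, with a median log2 fold change of 3.57, 1013, or 73.2% (95% Wilson interval 70.9% to 75.5%), were lower in control 2C embryos than in control oocytes, against 255 for independent lists and 657 in the simulations. Part of the excess over independent lists may come from the shared controls. Among the genes in both groups are Npl and Mt2, lower in M-Z+ embryos and activated in controls, and Pga5 and Zar1, higher in M-Z+ embryos and repressed in controls.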

To test this hypothesis further, we compared the expression of mRNAs from control *Kdm1a^fl/fl^*M+Z+ 2C embryos (Macfarlan et al., 2012) or *Kdm1a^Zp3^* M-Z+ 2C embryos with *Kdm1a^fl/fl ^*oocytes (Macfarlan et al., 2012). 

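For these comparisons the authors used the same processing, with control *Kdm1a fl/fl* oocytes as the second group of both. Of 47728 gene rows, 14208 were tested for control M+Z+ 2C embryos and 12000 for *Kdm1a Zp3* M-Z+ 2C embryos, 11667 of them in both. Means were scaled within each comparison, so levels are compared only within a table. Kdm1a had a log2 fold change of -0.22 in control 2C embryos over control oocytes in the authors' deposited table (adjusted p = 0.815 from the authors' Monte Carlo negative binomial test) and of -6.47 in M-Z+ 2C embryos over control oocytes (adjusted p = 5.59e-06). The control 2C and control oocyte libraries share a study of origin, while the M-Z+ 2C libraries do not share it. The tables list 788 untested gene rows with a mean of at least 50 in either group for control embryos and 477 for M-Z+ embryos.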

If the *Kdm1a^Zp3^* M-Z+ 2C embryos fail to undergo the MZT, then we would expect them to be more similar to *Kdm1a^fl/fl^* oocytes than *Kdm1a^fl/fl^*M+Z+ 2C embryos. 

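Between the control oocyte and the control 2C stage, genes of the 2C stage and of ribosomes rose and oocyte genes fell. By the authors' Monte Carlo negative binomial test with Benjamini-Hochberg adjustment, 3273 genes were higher and 2979 lower in control M+Z+ 2C embryos, at an adjusted p under 0.05. Of 27 tested rows of 2C-stage genes, 24 were higher and 0 lower (24 and 2 when adjusted over the list alone), with a median log2 fold change of 5.38. Large rises among named genes include those of Timd2, a cell surface receptor, from 0.23 to 11748 in the authors' deposited table (log2 fold change 13.22, adjusted p = 2.38e-18 from that test), of Mt2 with 12.27 and of the lysosomal protease gene Ctsc with 12.20. Npl, Exoc3l2 and Pramel7 had means of 9351, 6165 and 5924 in 2C embryos in the authors' deposited table and were listed at 0 in control oocytes. Ribosomal protein genes were higher at 72 of 82 rows (73 when adjusted over the list alone) and lower at 0, with a median of 3.95. Of 55 tested oocyte genes, 38 were lower and 2 higher (39 and 2 when adjusted over the list alone), with a median of -2.79, among them Npm2, a histone chaperone of the egg, at -6.13 in the authors' deposited table. Rasl11b, Nrap and Oas3 had log2 fold changes of -10.73, -9.89 and -9.58 in the authors' deposited table. At an adjusted p under 0.01, 1931 genes were lower.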

In *Kdm1a^fl/fl^*M+Z+ 2C embryos relative to *Kdm1a^fl/fl^*oocytes, there are massive changes in the mRNA profile, with >3,000 genes (and 387 repeat families) becoming zygotically activated and ~3000 maternal genes (and 17 repeat families) which are suppressed. This demonstrates that MZT has occurred (Figure 3C, Figure 3—source data 1C). In contrast, *Kdm1a^Zp3^* M-Z+ 2C embryos fail to properly activate the zygotic genome, with only 666 genes becoming activated (and 110 repeat families), and only ~1200 maternal genes repressed (13 repeat families) (Figure 3D, Figure 3—source data 1D). 

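Fewer genes rose or fell from the control oocyte level in M-Z+ than in control 2C embryos, though some zygotic genes rose in both. By the authors' Monte Carlo negative binomial test with Benjamini-Hochberg adjustment, 666 of 12000 tested genes were higher and 1251 lower in *Kdm1a Zp3* M-Z+ 2C embryos than in control oocytes. Zfp352, a zinc finger gene of the 2C stage, had a log2 fold change of 9.99 in M-Z+ and 11.56 in control 2C embryos in the authors' deposited tables. Log2 fold changes were 9.68 for Mt1, 8.58 for Eras and 8.27 for Parvb, and at the lower end -9.17 for Palm3, -9.10 for Plxdc2, -9.04 for the calcium pump gene Atp2c2 and -8.50 for Fam83g in the authors' deposited table. Mt1 was already higher and Plxdc2 already lower in mutant than in control oocytes, so their changes here are not shown to have arisen after fertilization. Of 1729 genes activated in control 2C embryos and tested in both comparisons, 197, or 11.4% (95% Wilson interval 9.98% to 13.0%), were also activated in M-Z+ embryos. Independent lists would share 82.8 and 100 simulations of unchanged groups against the shared control oocytes gave 278. As these simulations took as many top-ranked genes as had passed, they do not estimate the overlap of unchanged groups past the threshold. The observed overlap is thus neither shown to come from the shared controls nor shown to exceed what they give. Of 2937 repressed genes, 605, or 20.6% (95% Wilson interval 19.2% to 22.1%), were also repressed in M-Z+ embryos, against 315 for independent lists and 728 in the simulations. Of the 3273 genes activated in control embryos, 1544 were not tested in M-Z+ embryos. At an adjusted p under 0.01, 296 genes were higher and 601 lower in M-Z+ embryos, and the shared percents were 6.34% and 13.4%. They were 38.3% and 51.5% when a log2 fold change past 1 sufficed in M-Z+ embryos, and with untested genes counted as not called the first was 6.02%.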

Hierarchical clustering of *Kdm1a^fl/fl^* oocytes, *Kdm1a^Zp3^* oocytes, *Kdm1a^fl/fl^*M+Z+ 2C embryos and *Kdm1a^Zp3^* M-Z+ 2C embryos confirms this failure to activate the zygotic genome. Specifically, though *Kdm1a^fl/fl^* oocytes are similar to *Kdm1a^Zp3^* oocytes, *Kdm1a^Zp3^* M-Z+ 2C embryos are more similar to *Kdm1a^fl/fl^* oocytes than *Kdm1a^fl/fl^*M+Z+ 2C embryos (Figure 3E). In addition, principal component analysis (PCA) demonstrated that ~40% of the variance between *Kdm1a^fl/fl^* oocytes, *Kdm1a^fl/fl^*M+Z+ 2C embryos, and *Kdm1a^Zp3^* M-Z+ 2C embryos can be explained by a single component (PC1, Figure 3—figure supplement 2), and the heat maps generated from PC1 genes confirm that *Kdm1a^Zp3^* M-Z+ 2C embryos have expression profiles more similar to *Kdm1a^fl/fl^* oocytes than *Kdm1a^fl/fl^*M+Z+ 2C embryos (Figure 3F). 

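Across genes, M-Z+ 2C embryos ranked transcripts more as control oocytes do than as control 2C embryos do. Over the 9625 genes tested in all 4 comparisons, the Spearman correlation of group means was 0.791 for *Kdm1a Zp3* M-Z+ 2C embryos with control oocytes and 0.580 with control M+Z+ 2C embryos. It was 0.916 for *Kdm1a Zp3* with control oocytes and 0.596 for control 2C embryos with control oocytes. These values are across genes, which are not replicates, and clustering of single libraries was not run since the tables hold group means. Of the genes fixed in lists, the 54 oocyte genes tested in both had a median log2 fold change over control oocytes of -2.79 in control 2C and 0.06 in M-Z+ 2C embryos, and the 69 ribosomal protein rows 3.86 and -0.11. This last median was 0.16 when centred on the median of all tested genes and 0.32 with a mean of at least 50 in the higher group, so its sign is open. The 9 rows of 2C-stage genes tested in both had medians of 3.82 and 3.35, which leave out 18 of the 24 rows activated in control embryos because they were not tested in M-Z+ embryos. A row with few reads in oocytes was tested there only if M-Z+ embryos held reads from it, which favours a high second median. It therefore does not show that 2C-stage genes rose as in controls. Over the 29 rows tested between M-Z+ and control 2C embryos, the median was -2.98. Over 11667 genes the log2 fold changes of the 2 groups of 2C embryos had a Pearson correlation of 0.360 and a covariance of 1.83. Unchanged groups that share the control oocytes gave a simulated correlation of 0.496 and covariance of 0.453, a difference in covariance of 1.37.

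**Figure D1:**
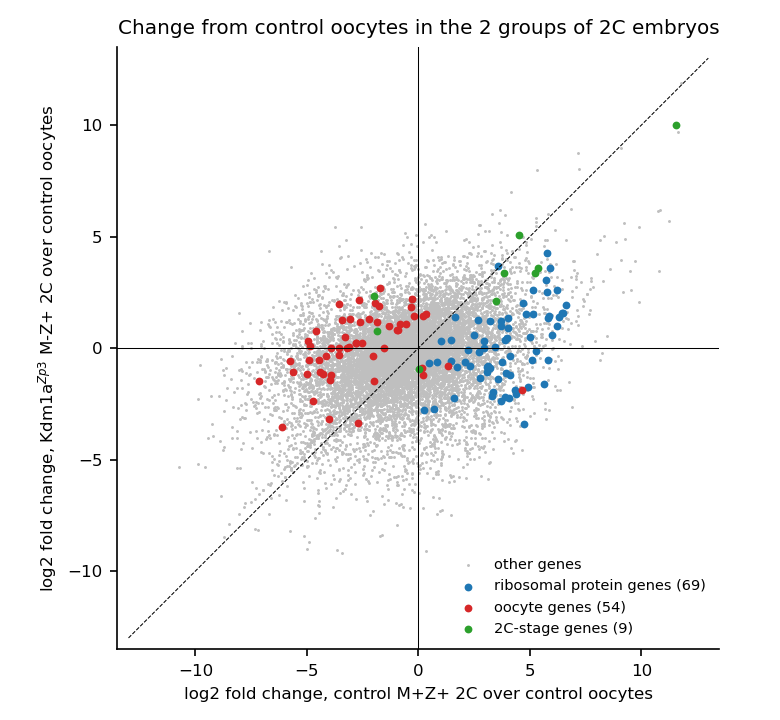
Log2 fold change over control oocytes of 11667 genes tested in both comparisons, in control M+Z+ 2C embryos on the x axis and in *Kdm1a Zp3* M-Z+ 2C embryos on the y axis. Each point is a gene, the dashed line marks equal change, and coloured points are the 54 oocyte genes, the 69 ribosomal protein rows and the 9 2C-stage rows, whose medians are given in the text. The 9 2C-stage rows leave out 18 rows activated in control embryos but not tested in M-Z+ embryos.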

GO analysis demonstrated that PC1 genes fall into two categories, those associated with unfertilized oocytes and are highly expressed in oocytes and *Kdm1a^Zp3^* M-Z+ 2C embryos, and those associated with early embryonic development which are enriched only in *Kdm1a^fl/fl^*M+Z+ 2C embryos (Figure 3F). 

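Of the ribosomal protein and oocyte genes that changed in control 2C embryos, few had the same call in M-Z+ embryos. Most of the 2C-stage genes activated in control 2C embryos had no test in M-Z+ embryos against control oocytes. Over the 1729 activated genes tested in both, the median log2 fold change over control oocytes was 3.06 in control and 0.50 in *Kdm1a Zp3* M-Z+ 2C embryos. For the 2937 repressed genes it was -3.47 and -1.07. Since these genes were chosen by their values in control 2C embryos, some of the difference between the medians is expected from the choice, and its size was not estimated. Of 72 ribosomal protein rows activated in controls, 5 were activated in M-Z+ embryos, 55 did not pass and 12 were not tested, and 64 were lower in M-Z+ than in control 2C embryos. Of 24 activated rows of 2C-stage genes, 2 were activated in M-Z+ embryos, 4 did not pass and 18 were not tested, and 13 were lower than in control 2C embryos. By the authors' stated minimum, an untested row held few reads in M-Z+ embryos and in control oocytes, a low level rather than missing information. As 477 untested gene rows had a mean of at least 50 in either group, this is not shown for each of the 18. Of all 11 tested rows of 2C-stage genes, 4 were higher in M-Z+ embryos than in control oocytes and 0 lower (4 and 0 when adjusted over the list alone), more than among the other tested genes (two-sided Fisher's exact test, odds ratio 9.78, p adjusted over lists 0.0385). In the comparison of oocytes only 5 of 35 rows were tested. A row with few reads in oocytes was tested here only if M-Z+ embryos held reads from it, which favours higher calls. The test therefore does not show an enrichment. Of 38 repressed oocyte genes, 4 were repressed in M-Z+ embryos, 4 were higher than in control oocytes and 30 did not pass, and 33 were higher than in control 2C embryos. Ooep, a part of the subcortical maternal complex, was among those higher, with a log2 fold change of 2.71 over control oocytes in the authors' deposited table (adjusted p = 0.00796 from the authors' Monte Carlo negative binomial test). A gene that did not pass is not shown to be unchanged. The paper draws on the smaller number of activated and repressed genes and repeat families, the clustering, the principal component analysis and GO terms. From these it concludes that the main transcriptional defect of these embryos is that they do not undergo the MZT.

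**Figure D2:**
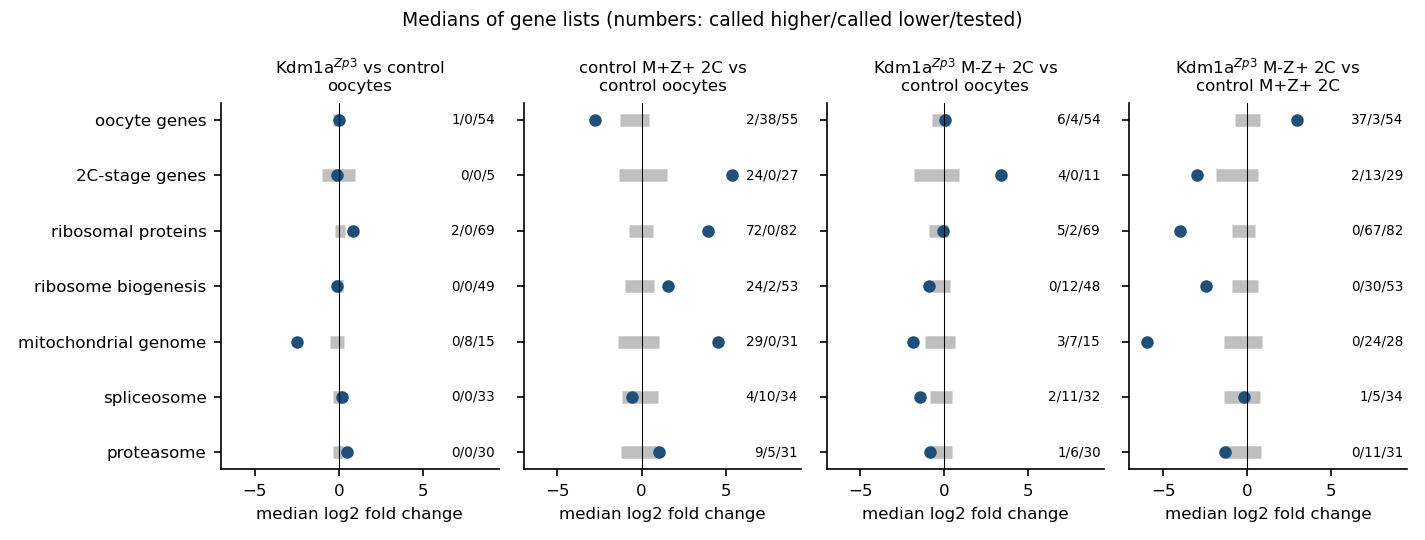
Median log2 fold change of 7 gene lists on the x axes (points) in the 4 comparisons, with grey bars for the central 95% of 10000 random lists of the same size matched on expression and, at the right, the numbers of rows higher, lower and tested. Ribosome biogenesis genes lie at 1.55 in control 2C embryos and at -0.90 in M-Z+ 2C embryos over control oocytes. The tested rows of a list can differ between comparisons, so the points of a list need not be medians of the same rows.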

Taken together, these data confirm that the major defect in the transcriptome of *Kdm1a^Zp3^* M-Z+ 2C embryos is a failure to undergo the MZT.

### Deletion of *Kdm1a* maternally with *Vasa-Cre* results in a hypomorphic phenotype

Deletion of *Kdm1a* with either *Gdf9-Cre* or *Zp3-Cre* results in 100% of oocytes completely lacking KDM1A (Figure 1C–F). In contrast, 66.7% of *Kdm1a^Vasa^*mutant oocytes retain some KDM1A protein, though the amount is much lower than heterozygous control oocytes (Figure 1G–I). To determine if this lower amount of KDM1A retained in some *Kdm1a^Vasa^*mutant oocytes gives rise to a hypomorphic phenotype, we mated *Kdm1a^Vasa^*females to wild-type males to generate heterozygous M-Z+ offspring (Figure 1—figure supplement 2). As is the case with *Kdm1a^Gdf9^*and *Kdm1a^Zp3^* M-Z+ offspring, these heterozygous M-Z+ offspring (hereafter referred to as *Kdm1a^Vasa^*M-Z+ embryos) have a normal paternal *Kdm1a* allele. Thus, any phenotypic effects in these *Kdm1a^Vasa^*heterozygous M-Z+ offspring are due to reduced maternal KDM1A.

Similar to *Kdm1a^Gdf9^*and *Kdm1a^Zp3^* M-Z+ embryos, the majority of *Kdm1a^Vasa^*M-Z+ embryos arrest prior to the blastocyst stage (Figure 4A–E). In control *Kdm1a^Vasa^*M+Z+ embryos at e3.5, 55% of embryos have reached the blastocyst stage, 35% are multicellular (>2C) and 10% are fragmented/degraded (n=37, Figure 4E). In contrast, at e3.5 85% of the *Kdm1a^Vasa^*M-Z+ embryos have fragmented/degraded (n=35, Figure 4E). However, unlike *Kdm1a^Gdf9^*and *Kdm1a^Zp3^* M-Z+ embryos, which undergo complete embryonic arrest at the 1-2C stage, by e3.5 6% of *Kdm1a^Vasa^*M-Z+ embryos have reached the multicellular stage (>2C) and 5% are blastocysts (n=35, Figure 4E). Remarkably, some of these *Kdm1a^Vasa^*M-Z+ embryos survive to birth. The average litter size born from *Kdm1a^Vasa^*mutant mothers is 2.3 (n=20), versus 6.2 (n=32) born from littermate control mothers (Figure 4F). However, the vast majority of time vaginal plugged *Kdm1a^Vasa^*mutant mothers give rise to no viable progeny. Thus, this average litter size is undoubtedly a vast overestimate of the survival of *Kdm1a^Vasa^*M-Z+ embryos overall.

**Figure 4.**
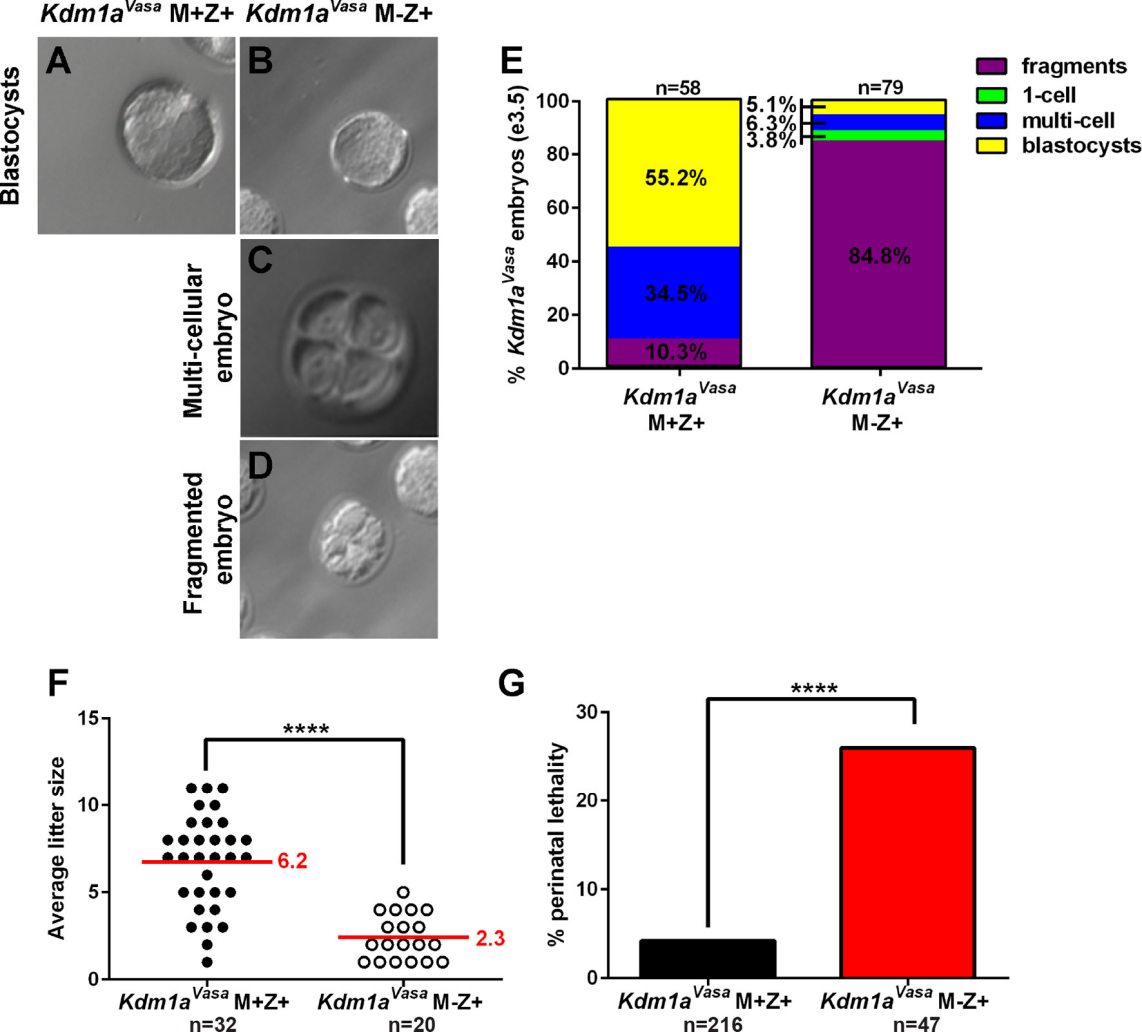
Hypomorphic phenotype in *Kdm1a^Vasa^* progeny. (**A–D**) Brightfield images of M+Z+. (**A**) and M-Z+ (**B–D**) embryos derived from *Kdm1a^Vasa^* control and mutant mothers at embryonic day 3.5 (e3.5). Panels show blastocysts (**A**,**B**), a multicellular embryo (**C**) and a fragmented embryo (**D**). (**E**) Percentage of fragmented (purple), 1-cell (green), multi-cellular (blue) and blastocyst (yellow) embryos from *Kdm1a^Vasa^* control and mutant mothers at e3.5. n = 58 for *Kdm1a^Vasa^* M+Z+ embryos from 7 litters. n = 79 for *Kdm1a^Vasa^* M-Z+ embryos from 10 litters. (**F**) Litter sizes of *Kdm1a^Vasa^* control and mutant mothers. Average litter size for each indicated by red line. Each circle indicates one litter and n=number of litters analyzed. p-values calculated using an unpaired t-test with **** = p<0.0001 indicating statistical significance. (**G**) Percentage of newborn pups from *Kdm1a^Vasa^* heterozygous control and mutant mothers that died perinatally. n = number of litters analyzed. p-values calculated using an unpaired t-test with **** = p<0.0001 indicating statistical significance. **DOI:** http://dx.doi.org/10.7554/eLife.08848.018

The transition from in utero development to postnatal development, during the first 48 hr immediately following birth, is a highly stressful time for mice. If a mouse has a subtle defect during embryogenesis, the newborn pup may die perinatally. This is reflected in the large number of mouse models that exhibit perinatal lethality (Turgeon and Meloche, 2009). Therefore, to determine if lower maternal KDM1A might give rise to more subtle embryonic defects, we carefully monitored the first 48 hr following birth in *Kdm1a^Vasa^*M-Z+ progeny. Consistent with this being a major developmental transition, even in genotypically normal mice, we observe that 5% of offspring (n=216) born from littermate *Kdm1a^Vasa^*control mothers die perinatally during the first 48 hr after birth (Figure 4G). However, in *Kdm1a^Vasa^*M-Z+ progeny, the percentage of perinatal lethality is significantly increased (26%, n=47) (Figure 4G). It is unclear why these animals are dying perinatally. However, this increase in perinatal lethality is consistent with these animals having more subtle developmental defects.

### *Kdm1a^Vasa^* M-Z+ progeny exhibit abnormal behavior

Of the small number of M-Z+ animals that are born from *Kdm1a^Vasa^*mutant mothers, nearly 1/3 die perinatally in the first 48 hr after birth. However, the remaining 2/3 survive to adulthood and appear to be morphologically normal. Notably, because of the embryonic arrest and the perinatal lethality, this remaining 2/3 is a very small number of animals (n=10 from 8 crosses). Since progeny from *Kdm1a^Vasa^*mutant mothers have defects that can lead to perinatal lethality, we considered the possibility that the surviving animals from these *Kdm1a^Vasa^*mutant mothers (hereafter referred to as *Kdm1a^Vasa^*M-Z+ adults) could have phenotypic defects as well. To analyze these surviving animals, we crossed *Kdm1a^Vasa^*mutant mothers (C57BL/6 background) to *M. castaneus* (CAST) fathers. This enabled us to use polymorphisms to examine subsequent molecular defects in a parent of origin specific fashion. Importantly, F1 hybrid (B6/CAST) offspring from *Kdm1a^Vasa^*mutant mothers have the same hypomorphic phenotype that we observe in a B6 background, where a small number of animals survive until birth (average litter size=1.6, n=6 litters from 8 crosses).

Mating the surviving *Kdm1a^Vasa^*M-Z+ adults produced progeny, suggesting no gross defects in the specification of the germline or mating behavior. However, when we observed these *Kdm1a^Vasa^*M-Z+ adults closely, we noticed that they exhibit abnormal behaviors (Figure 5—figure supplement 1A, Video 1). These abnormal behaviors include excessive scratching and digging, along with food harassing, where animals grind up all of the remaining food in the food hopper and incorporate it into the bedding (Figure 5A–C). To quantify the food harassing behavior, we monitored both the weight of the food in the food hopper and the height of the bedding in the cage. Over a 3-day period, each individual *Kdm1a^Vasa^*M-Z+ adult almost completely depleted the food in the food hopper due to food grinding and harassing (Figure 5D and Figure 5—figure supplement 1B–D). This resulted in a correspondingly large increase in the height of the bedding over a 6-day period (Figure 5E). These effects are not observed in *Kdm1a^Vasa^*mutant mothers or the *M. castaneus* animals to which they were mated (Figure 5D,E and Figure 5—figure supplement 1B,E), indicating that the behavior may be due to a maternal effect. To determine if this behavior is due to a maternal effect, we intercrossed the affected *Kdm1a^Vasa^*M-Z+ adults. If the food-grinding behavior is due to a maternal effect, then mating two affected *Kdm1a^Vasa^*M-Z+ adults should not produce progeny with abnormal behavior. This is because the *Kdm1a^Vasa^*M-Z+ adults used as mothers in these crosses have a normal *Kdm1a* allele (-/+) so the resulting intercrossed progeny (hereafter referred to as F2 intercrossed M+Z+ adults) are all M+. Intercrossing affected M-Z+ F1 hybrids produced no F2 intercrossed M+Z+ adults with the food-grinding behavior, suggesting that the food-grinding behavior is dependent upon a maternal effect (Figure 5D,E and Figure 5—figure supplement 1D,G). Nevertheless, it remains possible that the F1 hybrid background also contributes to the abnormal behavior. To test this possibility, we crossed control littermates of *Kdm1a^Vasa^*mothers to CAST fathers to generate control B6/CAST hybrids (hereafter referred to as B6/CAST M+Z+ controls). These control hybrids exhibit modest food-grinding behavior, suggesting that the hybrid strain background likely also contributes to the maternal food-grinding defect (Figure 5D,E and Figure 5—figure supplement 1C,F). However, *Kdm1a^Vasa^*M-Z+ adults are significantly more affected than B6/CAST M+Z+ hybrid controls (Figure 5D,E and Figure 5—figure supplement 1C,F), suggesting that the abnormal food-grinding behavior is predominantly due to a maternal effect. Importantly, we also do not observe any *Kdm1a* haploinsufficiency defects. For example, the F2 intercrossed M+Z+ adults that are heterozygous for *Kdm1a* do not exhibit this abnormal behavior (Figure 5D,E; Figure 5—figure supplement 1D,G). This suggests that the abnormal behavior is not due to *Kdm1a* haploinsufficiency. Finally, behavioral defects were observed in *Kdm1a^Vasa^*M-Z+ survivors obtained from litters ranging from one to four animals. This suggests that the maternal behavioral abnormalities are not simply due to reduced litter size.

**Video 1.** Stereotypical and abnormal behaviors in *Kdm1a^Vasa^* M-Z+ adults. 0:00-0:27 *M. castaneus* (CAST) control playing behavior. 0:27-0:40 *M. castaneus* (CAST) control eating. 0:40-1:03 (right) *Kdm1a^Vasa^* M-Z+ adult food harassing behavior. 1:03-1:28 (right) *Kdm1a^Vasa^* M-Z+ adult abnormal scratching behavior. 1:28-1:45 (right) *Kdm1a^Vasa^* M-Z+ adult food harassing behavior and (left) abnormal digging behavior. **DOI:** http://dx.doi.org/10.7554/eLife.08848.019

**Figure 5.**
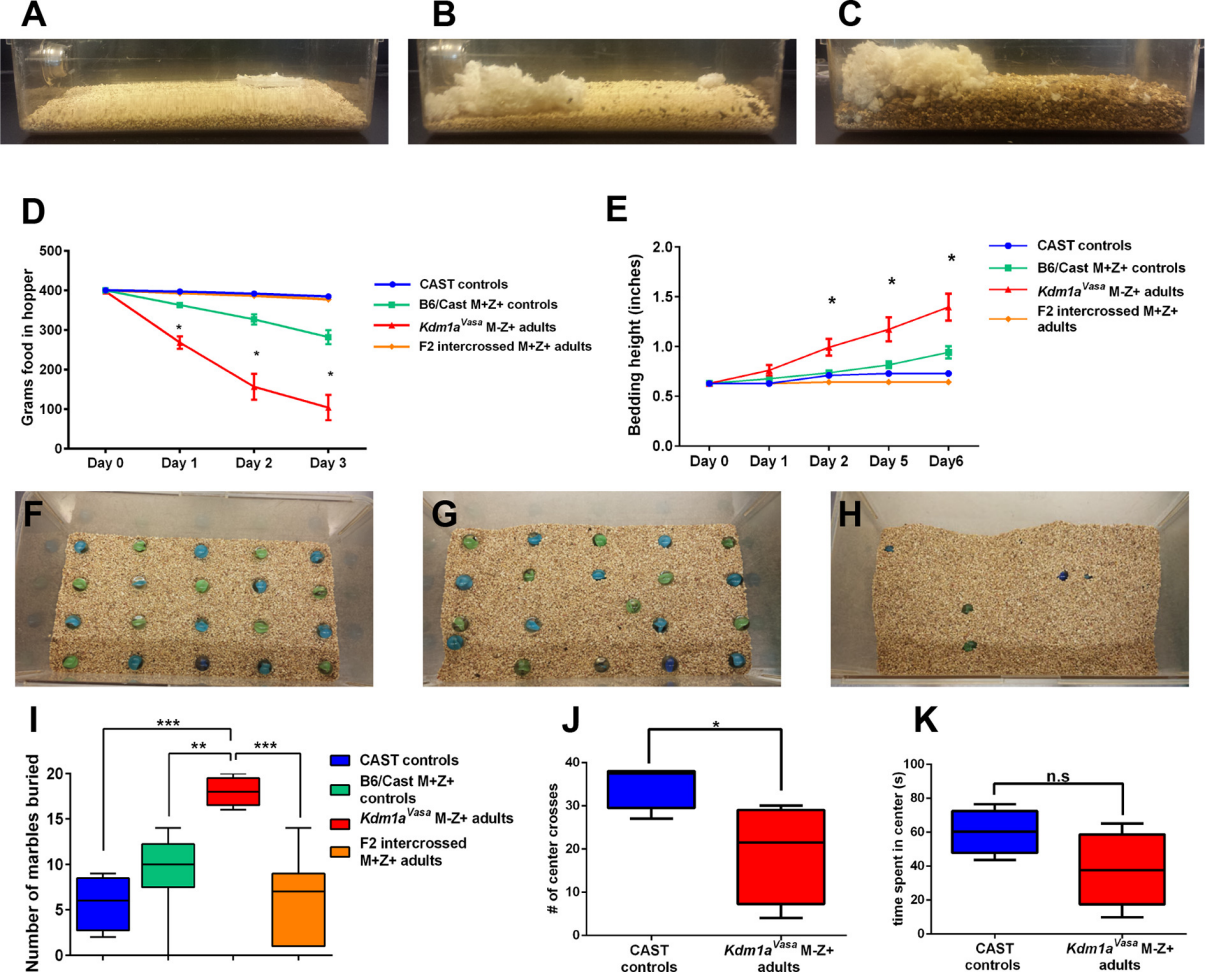
Abnormal behaviors in *Kdm1a^Vasa^* M-Z+ adults. (**A–C**) Mouse cages at day 0 (**A**) and day 8 (**B**) from *M. castaneus* (CAST) controls compared to day 6 (**C**) from a *Kdm1a^Vasa^* M-Z+ adult. (**D**) Quantification of change in weight of food in the hopper from CAST controls, B6/CAST hybrid M+Z+ controls, and F2 intercrossed M+Z+ adults versus *Kdm1a^Vasa^* M-Z+ adults. Data are shown as mean for each day with error bars indicating ± S.E.M. (**E**) Quantification of change in bedding height from CAST controls, B6/CAST hybrid M+Z+ controls, and F2 intercrossed M+Z+ adults versus *Kdm1a^Vasa^* M-Z+ adults. Data are shown as mean for each day with error bars indicating ± S.E.M. (**F–H**) Mouse cages before (**F**) and after (**G**,**H**) the marble burying assay was performed on a CAST control (**G**) compared to a *Kdm1a^Vasa^* M-Z+ adult (**H**). (**I**) Quantification of the number of marbles buried during the marble burying assay performed on CAST controls, B6/CAST hybrid M+Z+ controls, and F2 intercrossed M+Z+ adults versus *Kdm1a^Vasa^* M-Z+ adults. Data are shown as quartiles with error bars indicating ± S.E.M. (**J**,**K**) Open field test performance in CAST controls versus *Kdm1a^Vasa^* M-Z+ adults scored by number of center crosses (**J**) and time spent in center of cage (**K**). Data are shown as quartiles with error bars indicating ± S.E.M. p-values calculated using an unpaired t-test with n.s. indicating p>0.05, * = p<0.05, ** = p<0.005, *** = p<0.0005. All asterisks indicate statistical significance. **DOI:** http://dx.doi.org/10.7554/eLife.08848.020

**Figure 5—figure supplement 1.**
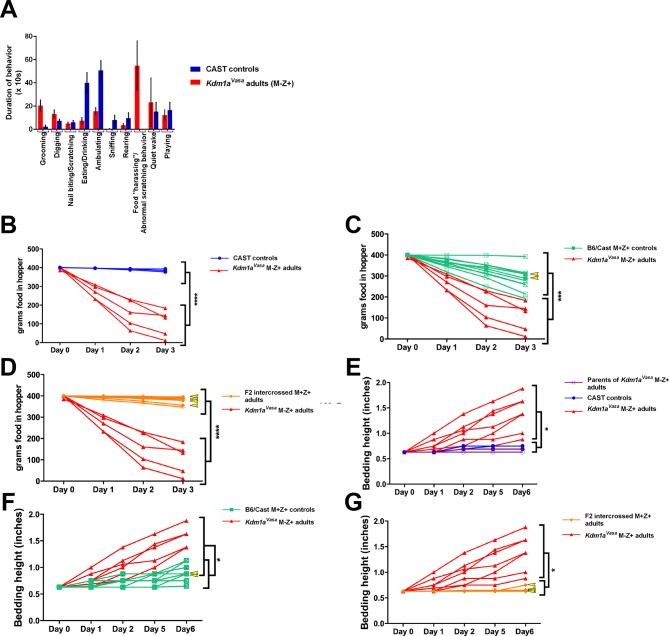
Abnormal behaviors in individual *Kdm1a^Vasa^* M-Z+ adults. (**A**) Behavioral ethogram of *M. castaneus* (CAST) controls versus *Kdm1a^Vasa^* M-Z+ adults. (**B**) Quantification of change in weight of food in the hopper of parents of *Kdm1a^Vasa^* M-Z+ adults and CAST controls versus *Kdm1a^Vasa^* M-Z+ adults. (**C**) Quantification of change in weight of food in the hopper of B6/CAST M+Z+ controls versus *Kdm1a^Vasa^* M-Z+ adults. (**D**) Quantification of change in weight of food in the hopper of F2 intercrossed M+Z+ adults versus *Kdm1a^Vasa^* M-Z+ adults. (**E**) Quantification of change in bedding height of parents of *Kdm1a^Vasa^* M-Z+ adults and CAST controls versus *Kdm1a^Vasa^* M-Z+ adults. (**F**) Quantification of change in bedding height of B6/CAST M+Z+ controls versus *Kdm1a^Vasa^* M-Z+ adults. (**G**) Quantification of change in bedding height of F2 intercrossed M+Z+ adults versus *Kdm1a^Vasa^* M-Z+ adults. The measurements for each individual animal (**B–D**) and (**E–G**) correspond to the averages shown in Figure 5 (D,E). Yellow arrowheads represent animals heterozygous for *Kdm1a*. Data shown as mean for each day. p-values calculated using an unpaired t-test with * = p<0.05, *** = p<0.0005, **** = p<0.0001. All asterisks indicate statistical significance. **DOI:** http://dx.doi.org/10.7554/eLife.08848.021

Observations of *Kdm1a^Vasa^*M-Z+ adults indicated that these mice also exhibit excessive digging (Figure 5—figure supplement 1A, Video 1). To quantify this behavior, we assayed *Kdm1a^Vasa^*M-Z+ adults and controls in a marble-burying assay. In this assay, individual mice are placed in a cage in which 20 marbles are arrayed on top of the bedding. Mice exhibiting excessive digging behavior will bury higher numbers of marbles. For example, *Slitrk5* obsessive-compulsive mice bury approximately 50% of the marbles in 30 min, compared to approximately 25% in controls (Shmelkov et al., 2010).

*Kdm1a^Vasa^*M-Z+ adults exhibit striking behavior in the marble-burying assay. Compared to *M. castaneus* controls, which bury 25% in 25 min (Figure 5G,I, Video 2), *Kdm1a^Vasa^*M-Z+ adults bury 90% in the same time period (Figure 5H,I, Video 2). Similar to what was observed in the food-grinding assays, we do not observe this behavior in F2 intercrossed M+Z+ adults (average 7 marbles, Figure 5I), but we do see slightly elevated marble-burying in B6/CAST hybrid controls (average 10, Figure 5I). Nevertheless, as in the food-grinding assay, *Kdm1a^Vasa^*M-Z+ adults are significantly more affected than B6/CAST hybrid M+Z+ controls (Figure 5D,E and Figure 5—figure supplement 1C,F). Taken together, these data indicate that the excessive digging behavior is also predominantly due to a maternal effect.

Finally, we also performed the open-field test on *Kdm1a^Vasa^*M-Z+ adults. In this assay, animals are placed in a much larger space than they are accustomed to. Animals that are more anxious or fearful cross the middle of cage fewer times and spend less time overall in the center (Video 3). Consistent with the behavioral defects that we observe in food-grinding and marble-burying, *Kdm1a^Vasa^*M-Z+ adults perform significantly fewer movements across the middle of the cage (Figure 5J) and spend less time in the center overall than CAST controls (Figure 5K).

**Video 2.** Marble burying in *Kdm1a^Vasa^* adults. 0:00-0:23 Clip 1 of *M. castaneus* (CAST) control in marble burying assay. 0:23-0:44 Clip 2 of *M. castaneus* (CAST) control in marble burying assay. 0:44-1:22 Clip 1 of *Kdm1a^Vasa^* M-Z+ adult in marble burying assay. 1:22-1:36 Clip 2 of *Kdm1a^Vasa^* M-Z+ adult in marble burying assay. 1:36-2:13 Clip 3 of *Kdm1a^Vasa^* M-Z+ adult in marble burying assay. **DOI:** http://dx.doi.org/10.7554/eLife.08848.022

**Video 3.** Open field test on *Kdm1a^Vasa^* M-Z+ adults. 0:00-0:30 *M. castaneus* control in open field test. 0:30-0:56 *Kdm1a^Vasa^* M-Z+ adult in open field test. **DOI:** http://dx.doi.org/10.7554/eLife.08848.023

### *Kdm1a^Vasa^* M-Z+ progeny have imprinting defects

The perinatal lethality and behavioral defects observed in *Kdm1a^Vasa^*M-Z+ progeny are remarkable because these animals have a normal *Kdm1a* allele. Thus the defects that we observe in *Kdm1a^Vasa^*M-Z+ progeny must be due to a heritable effect originating from the low level of maternal KDM1A. As a result, we sought to determine the nature of this heritable defect. The *Kdm1a* homolog *Kdm1b* is expressed maternally in mice, and loss of *Kdm1b* results in a heritable embryonic lethality defect associated with a failure to maternally acquire DNA methylation at imprinted genes (Ciccone et al., 2009; Stewart et al., 2015). Therefore, we considered the possibility that the heritable defects could be due to DNA methylation defects at these loci, or in maternally methylated imprinted loci unaffected by the loss of KDM1B. In addition, in our RNA-seq data, we observe the misregulation of multiple genes that could potentially affect DNA methylation at imprinted loci. For example, four genes that are known to maternally affect DNA methylation at imprinted loci, *Tet1, Trim28, Zfp57* and *Dppa3/Stella* (Dawlaty et al., 2013; Li et al., 2008; Messerschmidt et al., 2012; Nakamura et al., 2007; Yamaguchi et al., 2013), are all misregulated in *Kdm1a^Zp3^*M-Z+mutants (*Tet1:* -3.8 fold, *Trim28:* -3.3 fold, *Zfp57:* +3.2 fold and *Dppa3/Stella:* +.58 fold, Figure 3—figure supplement 3; Figure 3—source data 1B, quantitative RT-PCR validation of *Trim28, Zfp57* and *Dppa3/Stella* in Figure 3—figure supplement 4). Additionally, the DNA methyltransferase DNMT1 is overexpressed in *Kdm1a^Zp3^*M-Z+ mutants (*Dnmt1:* +2.1 fold, Figure 3—figure supplement 3; Figure 3—source data 1B). 

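Tet1 and Trim28 were lower and Zfp57 was higher in M-Z+ 2C embryos, while Dppa3 did not pass the test. Tet1 encodes an enzyme that oxidizes 5-methylcytosine and lies on chromosome 10 of GRCm38 from 62804570 to 62887469. Its mean was 9131 in control and 641 in *Kdm1a Zp3* M-Z+ 2C embryos in the authors' deposited table, a log2 fold change of -3.83 (adjusted p = 4.31e-05 from the authors' Monte Carlo negative binomial test with Benjamini-Hochberg adjustment). Trim28, a corepressor on chromosome 7 from 13024152 to 13031032, had means of 9446 and 966 in the authors' deposited table, a log2 fold change of -3.29 (adjusted p = 5.73e-04). Zfp57, which encodes a zinc finger protein that binds methylated imprinting control regions, lies on chromosome 17 from 37001163 to 37010729 and had means of 5613 and 51667 in the authors' deposited table, a log2 fold change of 3.20 (adjusted p = 9.80e-04). Dppa3, on chromosome 6 from 122626424 to 122630271, had means of 18624 and 27857 in the authors' deposited table, a log2 fold change of 0.58 (adjusted p = 0.596, p = 0.457). Over control oocytes, Tet1 had a log2 fold change of 6.15 in control and 2.40 in M-Z+ 2C embryos, Trim28 of 2.80 and -0.40, and Zfp57 of -2.83 and 0.45 in the authors' deposited tables.

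**Figure D3:**
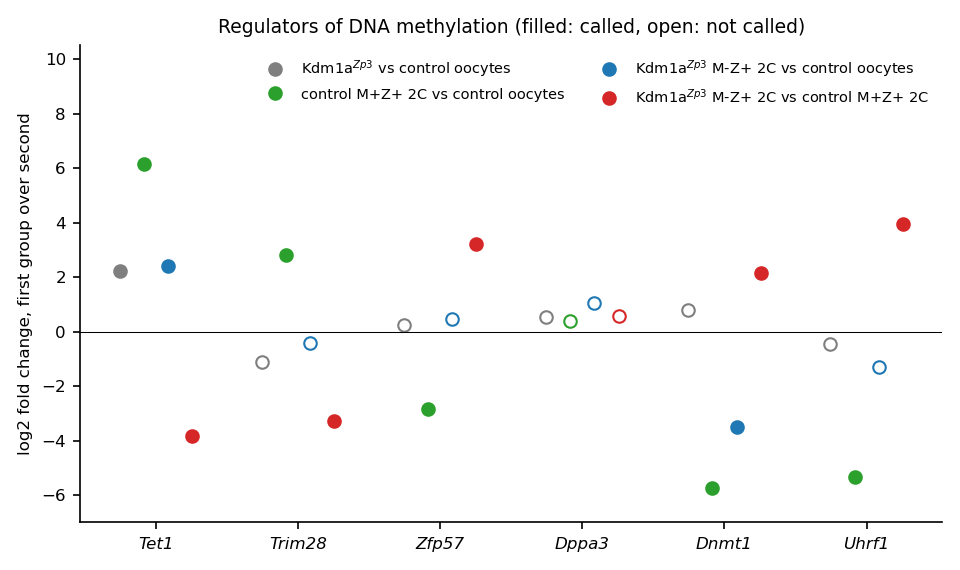
Log2 fold change of 6 regulators of DNA methylation on the y axis in the 4 comparisons, as the authors' deposited tables give them, with filled points for an adjusted p under 0.05. Tet1 lies at 6.15 in control 2C embryos and 2.40 in M-Z+ 2C embryos over control oocytes, and Dppa3 is open in every comparison.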

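Dnmt1, on chromosome 9 of GRCm38 from 20907206 to 20959888, had means of 2330 in control and 10279 in *Kdm1a Zp3* M-Z+ 2C embryos in the authors' deposited table, a log2 fold change of 2.14 (adjusted p = 0.0309 from the authors' Monte Carlo negative binomial test). Both groups lay below control oocytes, with log2 fold changes of -5.73 for control and -3.50 for M-Z+ 2C embryos in the authors' deposited tables. Uhrf1, which brings DNMT1 to newly replicated DNA, was also higher in M-Z+ than in control 2C embryos. Its means were 253 in control and 3951 in M-Z+ 2C embryos (log2 fold change 3.96, adjusted p = 6.89e-05 from the same test) in the authors' deposited table. Of 23 tested genes of DNA methylation, listed before the data were examined, 5 were higher and 4 lower in M-Z+ 2C embryos (5 and 5 when adjusted over the list alone), which is not more than among the other genes (two-sided Fisher's exact test, p adjusted over lists 0.316 for higher and 0.850 for lower). Uhrf2 and Gadd45b were among the lower ones. Uhrf2 had a log2 fold change of -4.12, and Gadd45b had a mean of 466 in control embryos and was listed at 0 in M-Z+ embryos, in the authors' deposited table.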

DNMT1 is thought to primarily act as the maintenance DNA methyltransferase (Li et al., 1992; Pradhan et al., 1999), but when overexpressed, DNMT1 has been shown to have *de novo* DNA methyltransferase activity (Vertino et al., 1996). Taken together, these observations raise the possibility that DNA methylation and monoallelic expression at imprinted genes could be altered in *Kdm1a^Vasa^*M-Z+ progeny, either directly or indirectly. Interestingly, despite the clear loss of KDM1A in *Kdm1a^Zp3^*mutant oocytes, the regulatory proteins that are affected by the loss of KDM1A are either not expressed in oocytes (Tet1) or not affected until after fertilization (*Trim28, Zfp57, Dppa3/Stella* and *Dnmt1,* Figure 3—figure supplements 4,5). This is consistent with our previous observations that KDM1A primarily affects the MZT.

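In oocytes Tet1 was detected at a low level and was higher in the mutant, and the other regulators did not pass the test. Tet1 had means of 82.8 in control and 388 in *Kdm1a Zp3* oocytes in the authors' deposited table, a log2 fold change of 2.22 (adjusted p = 0.0108 from the authors' Monte Carlo negative binomial test with Benjamini-Hochberg adjustment). Trim28 had means of 847 and 391, a log2 fold change of -1.11 (adjusted p = 0.252), in the authors' deposited table. Log2 fold changes in the authors' deposited table were 0.23 for Zfp57 (adjusted p = 0.892), 0.55 for Dppa3 (adjusted p = 0.889), 0.78 for Dnmt1 (adjusted p = 0.428) and -0.44 for Uhrf1 (adjusted p = 0.787). These genes were well expressed in control oocytes, with means of 25391 for Zfp57, 9426 for Dppa3, 77539 for Dnmt1 and 6435 for Uhrf1 in the authors' deposited table. Of 22 tested genes of DNA methylation, 2 were higher in mutant oocytes, Tet1 and the methyl-CpG binding protein gene Mbd1, and 0 lower (2 and 0 when adjusted over the list alone).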

To investigate DNA methylation and the expression of imprinted genes in *Kdm1a^Vasa^*M-Z+ offspring, we performed bisulfite analysis and qRT-PCR on perinatal lethal *Kdm1a^Vasa^*M-Z+ pups. We analyzed imprinted that are both maternally (*Zac1, Impact, Igf2r, Mest, Snrpn*) and paternally methylated (*H19*). For these analyses, we took advantage of B6/CAST polymorphisms to determine whether individual alleles in F1 hybrid offspring came from the mother or the father. These F1 hybrid pups, derived from hypomorphic B6 *Kdm1a^Vasa^*mothers mated to wild-type CAST fathers, are denoted as maternal effect progeny 1 and 2 (MEP1 and MEP2), and were compared to two stage matched B6/CAST hybrid controls.

Two imprinted loci, *Zac1* and *Impact*, are severely affected in *Kdm1a^Vasa^*offspring. At *Zac1,* DNA methylation is inappropriately acquired on the paternal allele in both MEP, though to a slightly lesser extent in MEP2 (Figure 6A). This is associated with significantly less expression of *Zac1* in both MEP (Figure 6B). Moreover, *Zac1* is normally expressed exclusively from the paternal allele (Figure 6C). However, in MEP1 *Zac1* is now expressed exclusively from the maternal allele, while in MEP2, the slightly lower level of inappropriate paternal methylation is associated with biallelic expression (Figure 6C). At *Impact*, the overall DNA methylation pattern is unchanged (Figure 6D), but there is a dramatic change in expression. *Impact* is normally expressed exclusively from the paternal allele, but in both MEP1 and 2, *Impact* is now expressed predominantly from the maternal allele (Figure 6F). In addition, in both MEP1 and MEP2, there is a significant decrease in the overall expression level of *Impact* (Figure 6E).

**Figure 6.**
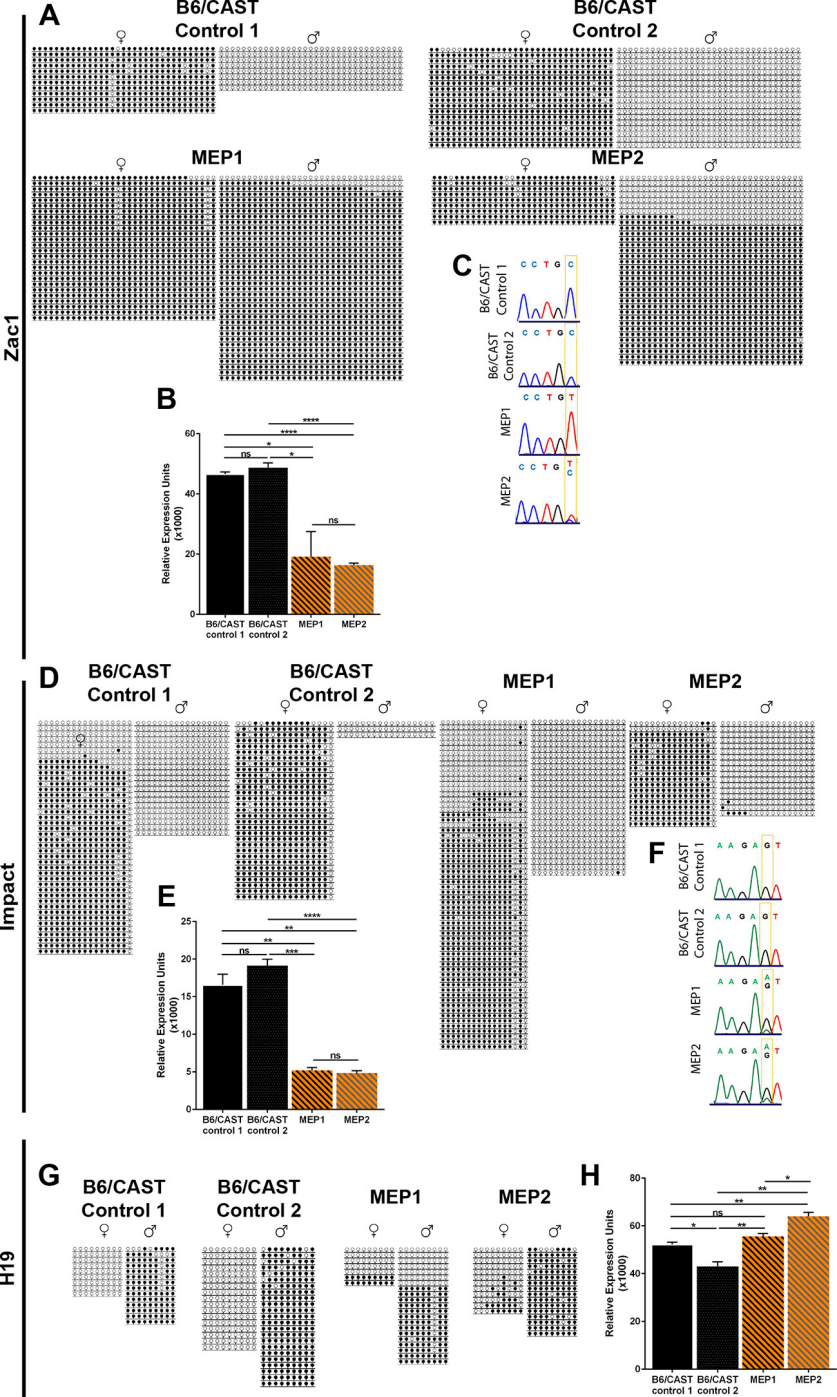
Imprinting defects in *Kdm1a^Vasa^* progeny. (**A**,**D**,**G**) Allele-specific bisulfite analysis of *Zac1* (**A**), *Impact* (**D**), and *H19* (**G**). Each line represents the clone of an allele. Each circle represents a CpG dinucleotide where closed circles indicate methylation and open circles indicate no methylation. Maternal and paternal alleles are indicated. (**B**,**E**,**H**) Relative expression analysis of *Zac1* (**B**), *Impact* (**E**), and *H19* (**H**). Expression normalized to *β-actin*. Error bars indicate S.E.M. p-values calculated using an unpaired t-test with n.s. indicating p>0.05, * = p<0.05, ** = p<0.005, **** = p<0.0001. All asterisks indicate statistical significance. (**C**,**F**) Allele-specific expression of *Zac1* (**C**) and *Impact* (**F**). The polymorphic base is highlighted in yellow. For *Zac1*, the maternal allele SNP is T (red) in highlighted position and paternal allele SNP is C (blue) in electrophoretogram. For *Impact*, the maternal allele SNP is A (green) in highlighted position and paternal allele SNP is G (black) in electrophoretogram. All analyses were performed on 2 staged matched B6/CAST hybrid control pups and 2 maternal effect progeny (MEP) exhibiting perinatal lethality. **DOI:** http://dx.doi.org/10.7554/eLife.08848.024

**Figure 6—figure supplement 1.**
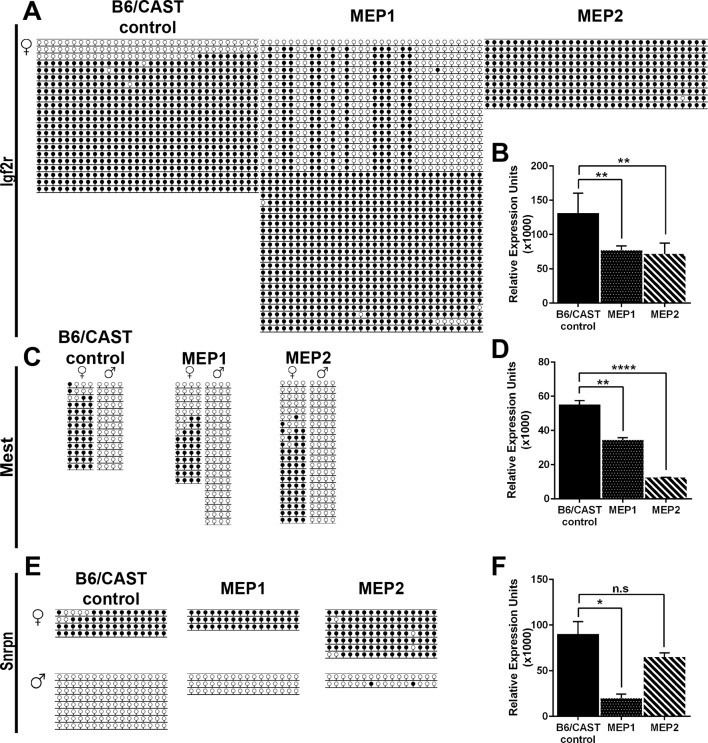
Imprinting analysis of *Kdm1a^Vasa^* progeny. (**A**,**C**,**E**) Allele-specific bisulfite analysis of, *Igf2r* (**A**), *Mest* (**C**), and *Snrpn* (**E**). Each line represents the clone of an allele. Each circle represents a CpG dinucleotide where closed circles indicate methylation and open circles indicate no methylation. Maternal and paternal alleles are indicated. (**B**,**D**,**F**) Relative expression analysis of *Igf2r* (**B**), *Mest* (**D**), and *Snrpn* (**F**). Expression normalized to *β-actin*. Error bars indicate ± S.E.M. p-values calculated using an unpaired t-test with n.s. indicating p>0.05, * = p<0.05, ** = p<0.005, **** = p<0.0001. All asterisks indicate statistical significance. All analyses were performed on a stage matched B6/CAST hybrid control pup and 2 maternal effect progeny (MEP) exhibiting perinatal lethality. **DOI:** http://dx.doi.org/10.7554/eLife.08848.025

In addition to the altered imprinting at *Zac1* and *Impact*, we observe a general disruption of several additional imprinted genes. At two of these additional imprinted loci (*H19* and *Igf2r*), DNA methylation is altered (Figure 6G and Figure 6—figure supplement 1A). For example, at *H19* DNA methylation is inappropriately lost on the paternal allele in MEP1 (Figure 6G). There is also a slight acquisition of inappropriate methylation on the maternal allele of both MEP (Figure 6G). At two additional imprinted genes (*Mest* and *Snrpn*), DNA methylation appears normal (Figure 6—figure supplement 1C,E). Furthermore, at three of the additional imprinted loci, we observe an overall decrease in gene expression. These include *Igf2r, Mest*, and *Snrpn* (Figure 6—figure supplement 1B,D,F), while at *H19*, expression levels are unaffected (Figure 6H). However, the allele-specific expression of all of these additional imprinted loci remains unaffected (data not shown). Taken together, the changes in DNA methylation and expression indicate a general disruption in the normal regulation of genomic imprinting.

## Discussion

A major question in the field of epigenetics is whether histone methylation is regulated between generations, and whether potential defects in this process can lead to abnormalities in the resulting progeny. To address this question, we asked if the maternal reprogramming function of KDM1A, first demonstrated in *C. elegans* (Katz et al., 2009), is conserved in mammals. As in *C. elegans*, KDM1A is heavily deposited maternally in the mouse oocyte, suggesting that KDM1A could play a conserved role in maternal reprogramming (Figure 1). To address this hypothesis directly, we conditionally deleted *Kdm1a* maternally in mouse oocytes using three separate *Cre* drivers. Deletion of *Kdm1a* in developing oocytes via *Gdf9-Cre* or *Zp3-Cre* completely eliminates maternal KDM1A and results in embryonic arrest prior to the blastocyst stage, with the vast majority of embryos never developing past the 2C stage (Figures 1,2). This result is also observed when a second conditional *Kdm1a* allele (Zhu et al., 2014) is deleted with *Zp3-Cre* in the accompanying paper by Ancelin et al.. Thus, maternal KDM1A is essential for the progression of mammalian embryogenesis.

The observed 1-2C embryonic arrest does not rule out an additional role for KDM1A in oocyte maturation, as we observe that a small fraction of KDM1A deficient oocytes are unfertilized, fertilized with multiple sperm, or display other gross morphological defects, including loss of the zona pellucida. These occasional defects are also observed in the accompanying paper by Ancelin et al. Consistent with this, Kim et al. have recently reported that deletion of a different conditional *Kdm1a* allele with *Zp3-Cre* results in defects in meiotic progression (Kim et al., 2015). However, in contrast to our results, Kim et al. find that most oocytes are affected and are not fertilized (Kim et al., 2015). It is not entirely clear why the phenotypes are slightly different, but it could reflect subtle differences in the timing of deletion due to the use of different floxed alleles, or differences in strain background. Nevertheless, in *Kdm1a^Gdf9^*and *Kdm1a^Zp3^* mutants, we find that the majority of oocytes are fertilized normally, and many embryos undergo cleavage to reach the 2C stage (Figure 2). Also, in hypomorphic *Kdm1a^Vasa^*animals we observe defects on the paternal allele of imprinted loci (Figure 6). These results suggest a requirement for KDM1A post-fertilization in the zygote. In mammals, zygotic transcription initiates between the one and two cell stage (Aoki et al., 1997; Hamatani et al., 2004; Xue et al., 2013). As a result, the heterozygous offspring derived from our crosses likely begin to express KDM1A from paternal allele at the 2C stage. Taken together, these results pinpoint a requirement for maternal KDM1A reprogramming between fertilization and cleavage. Consistent with this conclusion, the accompanying paper by Ancelin et al. demonstrates that chemically inhibiting KDM1A function post-fertilization also results in a 2C arrest. This further suggests a zygotic requirement for KDM1A immediately post-fertilization.

When *Kdm1a* is deleted with *Gdf9-Cre,* only one embryo reached the 2C stage. In contrast, when *Kdm1a* is deleted with *Zp3-Cre*, many embryos cleave to the 2C stage and we even observe rare embryos that reach the 3C and 4C stage (Figure 2). This slight difference in phenotype is likely due to the fact that the *Gdf9-Cre* acts earlier than the *Zp3-Cre*. Nevertheless, the difference in phenotype suggests that KDM1A may act maternally at multiple discrete steps. This conclusion is reinforced by the recent demonstration that loss of KDM1A also impairs meiotic progression (Kim et al., 2015). Importantly, the observation that many maternally deleted embryos undergo cleavage, suggests that KDM1A is not just required for cell-cycle progression or cell viability (Figure 2). This conclusion is consistent with the observation that KDM1A null embryos survive until e8 (Wang et al., 2007). Furthermore, the difference in phenotype between maternally deleted embryos and embryonically deleted embryos, which survive to e8, clearly delineates the maternal requirement for KDM1A from the embryonic requirement.

To determine the potential cause of the KDM1A maternal embryonic arrest, we profiled the expression of *Kdm1a^fl/fl^*oocytes and *Kdm1a^Zp3^*M-Z+ embryos that underwent cleavage to the 2C stage. Compared to control 2C embryos that have robustly activated the zygotic transcriptional program, *Kdm1a^Zp3^*M-Z+ 2C embryos retain the expression of nearly 2 out of 3 oocyte genes, and fail to activate approximately 4 out of 5 zygotically activated embryonic genes (Figure 3). This indicates that maternally deleted *Kdm1a* embryos fail to undergo the MZT. 

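As a ratio of counts, the genes activated in *Kdm1a Zp3* M-Z+ 2C embryos were 20.3% of the number activated in control 2C embryos, a shortfall of 79.7%, and the genes repressed were 42.0%, a shortfall of 58.0%. Followed gene by gene among those tested in both comparisons, 88.6% of the genes activated in controls and 79.4% of the genes repressed in controls did not have the same call in M-Z+ embryos. A gene without the same call is not shown to be unchanged. When a log2 fold change past 1 sufficed in M-Z+ embryos 38.3% and 51.5% were shared, part of which is expected from the shared control oocytes, and no value for unchanged groups was computed for this setting. In the other direction, 197 of 559 genes activated in M-Z+ embryos and tested in both comparisons, or 35.2% (95% Wilson interval 31.4% to 39.3%), were activated in controls. Of 1251 repressed ones, 605, or 48.4% (95% Wilson interval 45.6% to 51.1%), were repressed in controls. Independent lists would share 82.8 and 315 genes, and the shared control oocytes favour more. The 559 are part of 666 genes activated in M-Z+ embryos, and the others had no test in control embryos. Btn1a1 and Tceal8 were higher in M-Z+ 2C embryos, with log2 fold changes of 8.08 and 7.52 over control oocytes in the authors' deposited table and no test in control 2C embryos, where their means were 1.09 and 22.5. Both were already higher in mutant oocytes, with log2 fold changes of 9.37 and 8.85 in the authors' deposited table. With untested genes counted as not activated, a choice made after the data were examined, 6.02% of the genes activated in controls were activated in M-Z+ embryos.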

Consistent with this being the primary defect in *Kdm1a^Zp3^* mutants, we observe relatively few transcriptional changes in *Kdm1a^fl/fl^*oocytes (Figure 3). The requirement for KDM1A in facilitating the MZT is also demonstrated in the accompanying paper by Ancelin et al., where it is shown that maternal KDM1A is necessary for the multiple waves of zygotic gene activation. Thus, we propose that KDM1A plays a major role in facilitating the progression of embryogenesis by enabling the MZT.

Surprisingly, in *Kdm1a^Vasa^* oocytes, we found an incomplete loss of KDM1A protein, despite the fact that 100% of the progeny inherited the deleted *Kdm1a* allele (Figure 1). We have previously observed that strain background differences and/or specific interactions between *Cre* drivers and certain floxed alleles can lead to different patterns of deletion, often not matching published patterns. Thus, it is possible that *Kdm1a^Vasa^* oocytes have a small amount of KDM1A remaining because the *Vasa-Cre* transgene occasionally works much later than previously reported when crossed with the *Kdm1a* floxed allele.

Similar to *Kdm1a^Zp3^*and *Kdm1a^Gdf9^*M-Z+ embryos, many of the hypomorphic *Kdm1a^Vasa^*M-Z+ embryos undergo early embryonic arrest (Figure 4). However, the partial loss of KDM1A maternal reprogramming also uncovers a hypomorphic phenotype where a few embryos survive past the 2C stage until birth (Figures 4–6). Of these animals that are born, a significantly increased fraction die perinatally (Figure 4). Furthermore, on the rare occasions that more than one animal was born from *Kdm1a^Vasa^*mutant mothers, the full litter either all died perinatally or all survived. Remarkably, the perinatal lethal pups are derived from crosses between *Kdm1a^Vasa^*mothers and wild-type fathers (M-Z+). This suggests that the increased perinatal lethality is due to hypomorphic maternal KDM1A in the mother’s oocyte. It remains possible that the small *Kdm1a^Vasa^*M-Z+ litter sizes also contribute to the perinatal lethality, due to maternal neglect. However, many *Kdm1a^Vasa^*M-Z+ animals that are born in small litters survive to adulthood (Table 1). This suggests that the perinatal lethality is not simply due to small litter size.

**Table 1.** Litter sizes for *Kdm1a^Vasa ^*animals *Kdm1a^Vasa ^*litters for mutant and control mothers indicating number of pups that died and entire litters that died. *Kdm1a^Vasa^*adult, B6/Cast control, and F2 intercrossed control litter sizes that were assayed for behavioral defects. **DOI:** http://dx.doi.org/10.7554/eLife.08848.026

	*Kdm1a^Vasa ^* M+Z+	*Kdm1a^Vasa ^* M-Z+		B6/Cast M+Z+ controls	Kdm1a^Vasa^ M-Z+ adults	F2 intercrossed M+Z+ adults
Litter size 1	8 (1)	1*		7	2	7
Litter size 2	7	4		3	1	
Litter size 3	7	2			4	
Litter size 4	7	4				
Litter size 5	7	1*				
Litter size 6	5	4				
Litter size 7	9	1*				
Litter size 8	8 (1)	5				
Litter size 9	11	2*				
Litter size 10	8	2*				
Litter size 11	5 (2)	2*				
Litter size 12	10	4				
Litter size 13	3	3				
Litter size 14	9	1*				
Litter size 15	5	3				
Litter size 16	6	1*				
Litter size 17	4	3				
Litter size 18	3	1*				
Litter size 19	11	1*				
Litter size 20	8	2				
Litter size 21	2*					
Litter size 22	7					
Litter size 23	10					
Litter size 24	8					
Litter size 25	8					
Litter size 26	3 (1)					
Litter size 27	9 (1)					
Litter size 28	11					
Litter size 29	7					
Litter size 30	4					
Litter size 31	5 (1)					
Litter size 32	1					

( ) indicates pups that died.

* indicates entire litter died.

It is possible that subtle defects in maternal KDM1A reprogramming could also lead to behavioral abnormalities in the surviving adults. To investigate this possibility, we performed a number of behavioral assays on surviving *Kdm1a^Vasa^*M-Z+ adult animals. These include monitoring food disappearance and bedding height to measure excessive food grinding, the marble burying assay to measure excessive digging behavior, and the open-field test, to measure anxiety. In all of these assays, we observe a maternal effect on behavior due to hypomorphic maternal KDM1A from *Kdm1a^Vasa^*mothers (Figure 5). This suggests that hypomorphic KDM1A in the mother’s oocyte can lead to altered behavior in the resulting adult progeny.

To investigate the potential molecular nature of the heritable defects, we analyzed DNA methylation and expression at imprinted loci. Both DNA methylation and expression are altered at imprinted genes in perinatal lethal *Kdm1a^Vasa^*pups. In particular, we observe a striking disruption in the allele-specific expression of both *Zac1* and *Impact*, along with decreased expression and altered DNA methylation at other imprinted loci (Figure 6). This suggests that subtle defects in maternal KDM1A can alter the epigenetic landscape in a heritable fashion. Also, though KDM1A and KDM1B may have some functional overlap, the distinct imprinting defects observed in each mutant demonstrate that they have functions that are not redundant (Ciccone et al., 2009; Stewart et al., 2015). Interestingly, both *Zac1* and *Impact* have been associated with nervous system defects, and loss of *Zac1* paternally results in perinatal lethality (Chung et al., 2011; Kosaki et al., 2001; Pereira et al., 2005; Roffe et al., 2013; Schmidt-Edelkraut et al., 2014; Varrault et al., 2006). Thus, it is tempting to speculate that defects in these genes could potentially contribute to the abnormalities that we observe in *Kdm1a^Vasa^*M-Z+ progeny. Nevertheless, it remains unclear if this is the case.

Loss of maternal KDM1A could lead to the observed phenomena (imprinting defects, perinatal lethality and behavioral abnormalities) either directly or indirectly. Evidence for an indirect mechanism can be inferred from the misregulation of several genes (*Dnmt1, Tet1, Trim28, Zfp57, Uhrf1 and Dppa/Stella)* that are known to regulate epigenetic information. For example, *Tet1/Tet2* double mutants exhibit a partial perinatal lethality phenotype that is reminiscent of what we observe in *Kdm1a^Vasa^*progeny (Dawlaty et al., 2013). Also, mice that are haploinsufficient for *Trim28* display abnormal exploratory behaviors (Whitelaw et al., 2010). Alternatively, KDM1A may affect these phenomena by directly regulating histone methylation. For example, the removal of H3K4 methylation may be required to enable the activity of the DNMT3a/3b *de novo* methyltransferase complex (Ooi et al., 2007). Such a model has been proposed to account for the imprinting defects that are observed when KDM1B is maternally deleted (Ciccone et al., 2009; Stewart et al., 2015). Consistent with this model, the accompanying paper by Ancelin et al. demonstrates that loss of KDM1A maternally leads to global changes in both H3K4 and H3K9 methylation following fertilization. However, Stewart et al. recently demonstrated that loss of maternal KDM1A in mice does not affect H3K4me2, or the acquisition of DNA methylation at imprinted genes (Stewart et al., 2015). Moreover, the variable disruption of imprinting that we observe in hypomorphic animals is more consistent with a general disruption of epigenetic information. Thus, we favor a model in which the general disruption of epigenetic reprogramming, along with secondary epigenetic defects due to the misregulation of epigenetic reprogramming enzymes during the MZT, combine to give rise to the phenomena that manifest postnatally in progeny. Currently, we are engineering a hypomorphic maternal *Kdm1a* allele that can be used to generate larger numbers of hypomorphic animals to further elucidate these mechanisms.

In summary, our data highlights three important consequences of the loss of maternal KDM1A: (1) early embryonic arrest and the failure of embryos to undergo the MZT, (2) perinatal lethality and altered behavior in rare surviving progeny from hypomorphic mothers, and (3) a general disruption of genomic imprinting in the hypomorphic progeny (Figure 7). Although these individual phenotypes may be linked, it is possible that they are separate outcomes that depend on distinct activities of maternal KDM1A during the MZT. Nevertheless, our results establish a novel mammalian paradigm in which altered epigenetic reprogramming by a histone demethylase between generations leads to defects that manifest weeks later, highlighting the potential long-range consequences of epigenetic perturbations in the early mammalian embryo.

**Figure 7.**
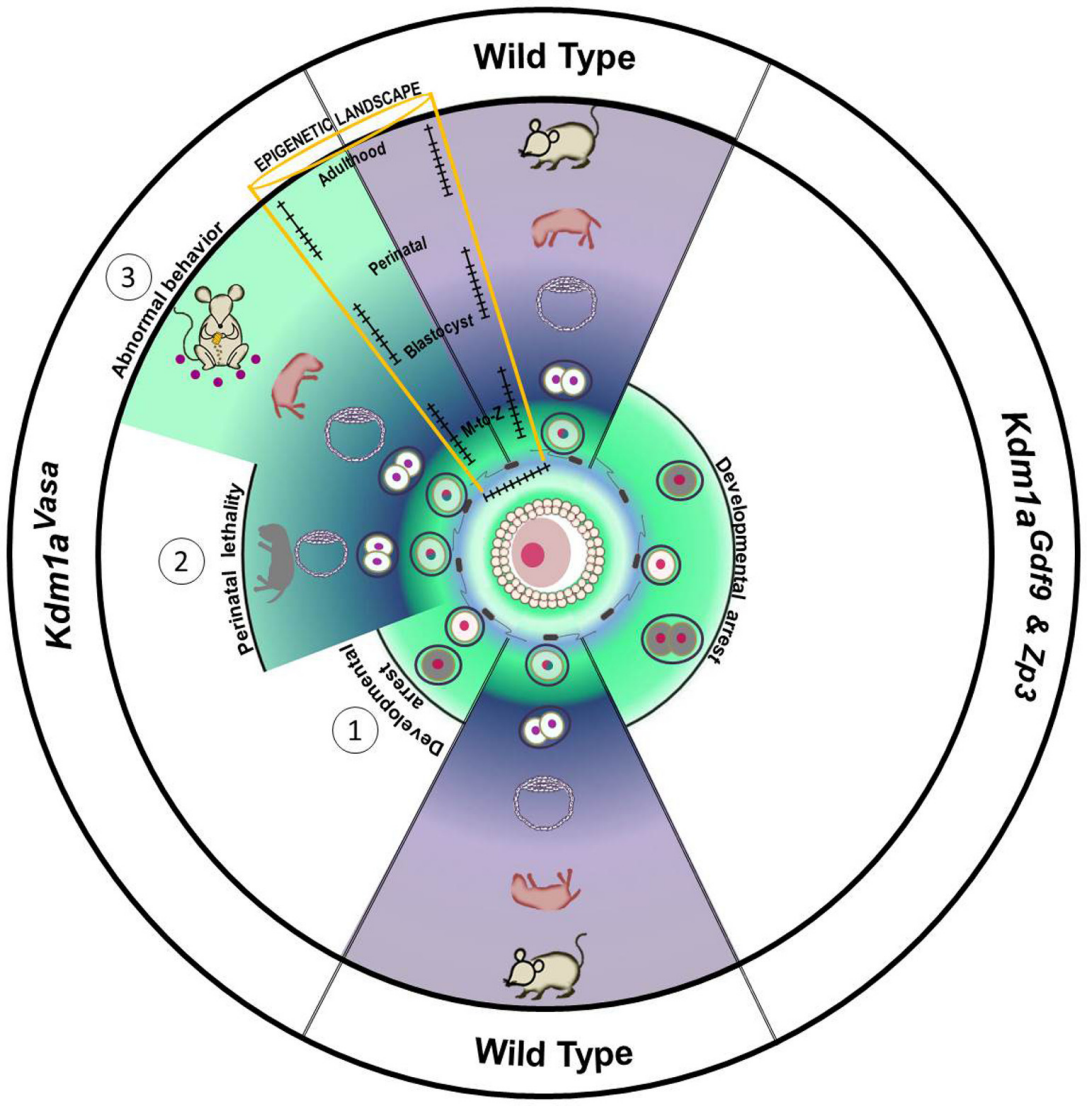
Model. Loss of maternal LSD1 results in defects later in development in wild-type oocytes, after fertilization (denoted by blue sperm encircling oocyte) the fertilized egg undergoes the maternal to zygotic transition (MZT; green to blue/purple) at the 1–2 cell stage. These M+Z+ embryos proceed normally through development (indicated by blastocyst, perinatal stage pup, and adult mouse). In contrast, when Lsd1 is deleted with either Gdf9- or Zp3-Cre, the resulting Lsd1Gdf9 and Lsd1Zp3 progeny become arrest at the 1–2 cell stage and never undergo the MZT (green). When Lsd1 is deleted with Vasa-Cre, we observe 3 hypomorphic outcomes in resulting Lsd1Vasa progeny: (1) developmental arrest at the 1–2 cell stage, (2) perinatal lethality and (3) abnormal behavior in surviving adult animals. These outcomes are due to reduced LSD1 in the mothers oocyte, suggesting that lowered maternal LSD1 can result in defects much later in development. These long-range outcomes are associated with imprinting defects (depicted as wild-type versus mutant changes in DNA methylation within the yellow region). **DOI:** http://dx.doi.org/10.7554/eLife.08848.027

## Materials and methods

### Generation of KDM1A oocyte-specific mutant females

The following mouse strains were used: *Kdm1a/Lsd1^fl/fl^* MGI: 3711205 (Wang et al., 2007), *Gdf9-Cre* MGI: 3056522 (Lan et al., 2004), *Ddx4/Vasa-Cre* MGI: 3757577 (Gallardo et al., 2007), and *Zp3-Cre* MGI: 2176187 (de Vries et al., 2000) animals. To generate *Kdm1a* oocyte conditional knockout mice, *Kdm1a/Lsd1^fl/fl^*females were crossed to transgenic *Cre* males to generate *Kdm1a/Lsd1^Δ/+^* F1 animals with *Cre.* F1 males were crossed to transgenic *Cre* females to generate *Kdm1a/Lsd1^Δ/+^* F2 animals with *Cre* and F2 males were mated to *Kdm1a/Lsd1^fl/fl ^*females to generate *Kdm1a/Lsd1^Δ/+^* F2 animals with *Cre*. These maternally deleted *Kdm1a/Lsd1^Δ/Δ^* females were then mated to wild-type B6 or *M. castaneus* males to produce maternal effect progeny. Prior to the initial crosses, *Kdm1a/Lsd1^fl/fl^*were mated to C57BL/6 mice for several generations so that the genetic background is mostly B6. For *Gdf9-Cre* and *Zp3-Cre, Kdm1a/Lsd1^Δ/+^* F1 animals with *Cre* were mated directly with *Kdm1a/Lsd1^fl/fl^* females. A table is included with the litter sizes of all perinatal lethal animals and all animals assayed in the behavioral assays (See Table 1). All mouse work was performed under the approved guidelines of the Emory University, NIH and Salk Institute IACUC. Polymorphisms were identified through the UCSC Genome Browser and subsequently verified through sequencing of parental strains and hybrid progeny (See Table 2).

**Table 2.** Allele-specific primers and polymorphisms, each primer and polymorphism used for allele-specific analysis bisulfite analysis and allele-specific expression analysis. **DOI:** http://dx.doi.org/10.7554/eLife.08848.028

Gene name	Use (Bisulfite or qPCR)	Verified SNP (rs#)	Primers
Zac1	Allele-Specific Bisulfite Analysis	A-B6/ G-Cast (rs29364824)	For- G‍ GGTAGGTAAGTAGTGATAA
			Rev- C‍ CTAAAACACCAAAATAACA
	qPCR	T-B6/C-Cast (rs33583472)	For- C‍‍A‍TTTGTAGGCATGCCCGTC
			Rev- G‍ TGGTAGCTGCATCTGGGGCTGGA
Impact	Allele-Specific Bisulfite Analysis	A-B6/G-Cast (rs31057356)	For- T‍TGTATAGTTTTGTTTTTATAAGTG
			Rev- A‍ACCTACTCATATAACAATACAAC
	qPCR	A-B6/ G-Cast (rs31052361)	For- G‍AAGAAAACTGAAGAGGTTG
			Rev- G‍CATAGATGTTGTGGGTGGC
H19	Allele-Specific Bisulfite Analysis	G-B6/ A-Cast (verified from Bartolomei Lab)	For- A‍TTTATAAATGGTAATGTTGTGG
			Rev- C‍CTCATAAAACCCATAACTATAAAATC
	qPCR		For- C‍CACTACACTACCTGCCTCAGAATCTGC
			Rev- G‍GTGGGTACTGGGGCAGCATTG
Igf2r	Allele-Specific Bisulfite Analysis	G-B6/ A-Cast (rs107811421)	For- T‍AGAGGATTTTAGTATAATTTTAA
			Rev- T‍AACACTTTTAAATTCATCTCT
	qPCR		For- C‍TGGAGGTGATGAGTGTAGCTCTGGC
			Rev- G‍AGTGACGAGCCAACACAGACAGGTC
Mest	Allele-Specific Bisulfite Analysis	G-B6/ T-Cast (rs245841095)	ForMat- G‍GGTGTTTTATGTTTTTTAGGGT; ForPat- GGGTGTTTTATGTTTTTTAGGGG
			Rev- C‍CCAAATTCTAATAAAAAAAACCTTCCCAT
	qPCR		For- G‍CTGGGGAAGTAGCTCAGT
			Rev- TTTCTTCTTAGCAAGGGCCA
Snrpn	Allele-Specific Bisulfite Analysis	A-B6/T-Cast (rs50790468)	ForMat- GTA‍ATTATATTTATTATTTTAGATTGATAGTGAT; ForPat- GTAATT‍ ATATTTATTATTTTAGATTGATAGTGAG
			Rev- A‍TAAAATACACTTTCACTACTAAAATCC
	qPCR		For- TGC‍ TCGTGTTGCTGCTACTG
			Rev- GC‍AGTAAGAGGGGTCAAAAGC
β-actin	qPCR		For- G‍ TGACGAGGCCCAGAGCAAGAG
			Rev- C‍ GTACATGGCTGGGGTGTTGAAGG

### Isolation of pre-implantation mouse embryos

To establish phenotypes in KDM1A maternal mutants, timed matings were set up between control/mutant females and wild-type males. Superovulation was found to have little affect on phenotypes, so we used superovulation to collect enough embryos for RNA-seq. For super-ovulation, PMSG was injected into sexually mature females on day 1. After 48 hr, females were injected with HcG and subsequently housed with stud males. Confirmation of natural or superovulatory matings on subsequent days was made via observation of a copulation plug. 1–2 cell embryos were flushed from ovarian tract at embryonic day 1.5 (e1.5), morulae on e2.5 and blastocysts on e3.5. Flushed embryos were categorized and imaged.

### Immunofluorescence

Isolated mouse ovaries were fixed for 1 hr in 4% PFA on ice then washed with PBS multiple times over a 2 hr period. Ovaries were allowed to sit in 30% sucrose solution at 4°C overnight and were then embedded in OCT compound. 10 micron cryosections were obtained for analysis. Immunostaining was performed using rabbit polyclonal anti-KDM1A (1:200, Abcam, Cambridge UK, ab17721) and Alexa fluor conjugated secondary antibodies.

### Immunohistochemistry

Isolated mouse ovaries were fixed overnight in 4% PFA. Ovaries were then dehydrated in the following series of steps: 70% ethanol for 20 min 3 times; 85% ethanol for 45 min 2 times; 95% ethanol for 1 hr; 100% for 1 hr; xylenes overnight; xylenes:paraffin mix for 2 hr twice under vacuum; paraffin for 4 hr under vacuum; and paraffin under vacuum overnight. Oocytes were embedded in paraffin and 10 micron sections were taken for analysis. Immunostaining was performed using rabbit polyclonal anti-KDM1A (1:500, Abcam, ab17721). Oocytes were scored for presence of KDM1A signal with qualitative comparison to wild-type oocyte signal.

### Bisulfite analysis

DNA was isolated from sagittal sections of each perinatal pup. Bisulfite conversion was performed according to the Zymo (Irvine, CA) EZ DNA Methylation Kit protocol. Primer sets and polymorphisms used are listed in Table 1. The BiQ Analyzer program was used in the analysis of bisulfite converted sequences (Bock et al., 2005).

### Quantitative real-time PCR analysis

RNA was isolated from sagittal sections of each perinatal pup using Trizol. SuperScript® III first-strand synthesis system was used to generate cDNA. The following cycling conditions were used: 95°C for 3 min, 95°C for 15 sec, 60°C for 30 sec, 72°C for 30 sec, 50 cycles.

### Genome-wide expression analysis

RNA-seq on KDM1A mutant and wild-type 2C embryos was performed as described (Macfarlan et al., 2012). Briefly embryos were lysed in Prelude Direct Lysis buffer (Nugen, San Carlos, CA) and amplified cDNAs were prepared using the Ovation RNA-seq system V2 (Nugen, 7102-32). Paired end libraries were prepared according to the Tru-seq library construction protocol starting with Covaris fragmentation step. Libraries were then sequenced on an Illumina Hi-seq 2000. For expression analysis, only first mate pair was used and reads were trimmed from 3' end to 50 bp. Trimmed reads were filtered to a minimum average base quality of 15. We combined the knownGene, ensGene and refGene annotations for mm10 (downloaded from UCSC Genome Browser) with the full RepeatMasker annotation, also from UCSC Genome Browser, to build a single gene annotation. Redundant transcripts were filtered out using the gffread utility packaged with Cufflinks. The annotation was modified to include a common gene_id value for same-name repeat elements resulting in a total of 875 repeats. Sequences for all annotated features were extracted from the mouse genome and RNA-Seq reads were aligned to them using BBMap with 95% identity, up to a single INDEL and up to 2000 equally best alignments per read. Alignments to features were quantified by counting hits to gene loci and down-weighting read alignments that mapped to multiple gene loci by 1/N^2^ where N is equal to the number of gene loci. Reads aligned to repeat elements were counted in the same way but instead of using gene loci the repeat name was used for binning hits. If a read mapped to multiple repeat features all of the same name then it was counted as 1 hit to that repeat name. Raw read counts were loaded into R and median normalized for differential expression analysis. For each pair-wise test genes with raw counts less than 10 in all conditions were not tested. Differential expression was performed by testing the null hypothesis that a gene's fold change between conditions is zero. The observed dispersion-mean relationship was fit using a method similar to that of DESeq and the predicted dispersions were used as the minimum dispersion per gene. Fold-changes between conditions were tested by monte-carlo simulation using the observed and estimated means and dispersions to generate random negative binomial distributed count values (the rnbinom method in R). In each monte-carlo iteration N samples were simulated per condition (N = to the number of samples in each condition), averaged into conditions and the log fold-change was calculated. The resulting simulated log fold-change distributions are normally distributed. Z- scores were computed for each observed log fold-change compared to its corresponding monte-carlo simulated fold-change distribution and translated to two-tail p-values against the normal probability distribution. Raw p-values were adjusted using the Benjamini & Hochberg correction. Genes and repeats were tested together and marked significant if the adjusted p-value was less than 0.05. RNA-seq data is deposited at GEO (GSE66547). Oocyte expression data used for comparisons was previously deposited at GEO (GSE33923.) For the heat map plot, each gene found to be significantly associated with PC1 is standardized relative to its mean and scaled relative to its variance (ie each gene is scaled separately to improve visualization.) Each row is a gene which is standardized where mean is zero with standard deviation is 1. This makes each row relative to its mean. The scale is relative to its variance. Rows are sorted by a clustering of the genes. Color scale is relative to mean expression level per gene.

### Characterization of food-grinding behavior in *Kdm1a^Vasa ^*adult progeny

Each animal was placed in a mouse housing unit (32.8 × 18.6 × 13.6 cm) with 5/8 inches of bedding. Over an 6 day period, the height of the bedding was measured in inches. In addition, 400 grams of standard mouse diet pellets was placed in each food hopper. The amount of food remaining in the food hopper was weighed each day over a 3 day period.

### Marble burying assay

A clean, transparent plastic cage (32.8 × 18.6 × 13.6 cm) was filled 4.5 cm deep with corncob bedding material. 20 glass marbles (20 mm diameter) were evenly spaced in a 5 × 4 grid on the surface of the bedding. During the testing phase, the mice were placed in the cage for 25 min and allowed to explore. At the end of the testing phase, mice were removed from the cage and the number of marbles that were buried 2/3 their height in the bedding were counted.

### Open field test

Mice were placed in a clean, transparent plastic cage (55.5 × 32.5 × 19.5 cm) with grid lines marked on bottom of cage. The center area was clearly marked for analysis (27 × 16.2 cm). After 10 min, video was scored for number of times center area was crossed and amount of time spent in center area.

## Additional files

### Major datasets

The following datasets were generated:

Todd S Macfarlan,2015,RNA-seq of Maternal Kdm1a mutant 2C embryos and eggs,http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE66547,Publicly available at the NCBI Gene Expression Omnibus (Accession no: GSE66547).

The following previously published dataset was used:

Todd S Macfarlan, Gifford WD, Shawn Driscoll, Lettieri K, Rowe HM, Bonanomi D, Firth A, Singer O, Trono D, Samuel L Pfaff,2012,2C::tomato ES cells, 2-cell embryos and wild type oocytes,http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE33923,Publicly available at the NCBI Gene Expression Omnibus (Accession no: GSE33923).

How the deposited data were processed for this re-analysis (not part of the article)

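Gene and repeat expression was compared in *Kdm1a Zp3* mutant oocytes (3 libraries), *Kdm1a Zp3* M-Z+ 2C embryos of embryonic day 1.5 (3 libraries), and control oocytes and control M+Z+ 2C embryos whose libraries came from an earlier study. Study of origin and genotype therefore cannot be told apart in any comparison of a mutant with a control group. The deposited data used here are 4 tables of the authors' comparisons, which hold group means and test results and no value per library. There were 0 columns of per-library values left unused.

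The mean of each group is a normalized score that the authors made by aligning the first reads with BBMap to mm10 genes and RepeatMasker repeats, weighting reads with several gene loci down, summing repeats by name, median normalizing in R and averaging within groups. The log2 fold changes in the deposited tables are those of the authors, of means to which 1 was added. The p-values in the deposited tables come from the authors' Monte Carlo test on a negative binomial distribution with a fitted dispersion, and the deposited q-values from their Benjamini-Hochberg adjustment over genes and repeats. The submitters' processing notes also name Cufflinks and DESeq, and their versions are not given in the sources used here. Library depth is unknown here, so no counting interval of an expression value is given, and precision rests on the authors' test.

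For oocytes the adjustment was computed again over genes and repeats together with a threshold of 0.05. For the tables with 2C embryos, which hold genes only as used here, the deposited adjusted p-values were taken, and repeats of 2C embryos are not analysed here although the design foresaw them. Columns named only a and b were assigned from the paper's counts per direction and the axes of its Figure 3.

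From the tables were computed the numbers of genes higher and lower, overlaps of these lists with two-sided Fisher's exact tests and 95% Wilson intervals, correlations across genes, and tests of 21 gene lists. Overlaps between comparisons with shared controls were set beside independent lists and beside 100 simulations of unchanged groups. The simulations gave all groups equal variance and took the top-ranked genes, as many as had passed the test in the data. The authors' test was not run on the simulated groups, so these values do not estimate an overlap past the threshold. Each list with at least 3 tested members in a comparison was tested by a two-sided Fisher's exact test against the other tested genes, adjusted over lists within a comparison, and its median log2 fold change was placed among 10000 random lists matched on mean expression in 10 bins. The lists are oocyte genes, 2C-stage genes, ribosomal proteins, ribosome biogenesis, the mitochondrial genome, DNA methylation, pluripotency and early lineages, histone methylation, imprinted genes, replication-dependent histones, heat shock and unfolded protein response, p53 targets, metallothioneins and zinc transport, proteasome, spliceosome, RNA clearance, RNAs without a poly(A) tail, and markers of cumulus and granulosa cells, blood, oviduct and sperm. The lists were set before the data were examined, as were the tests and alternatives other than those named as chosen later where they are reported.

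Named genes are those the paper names for its RNA-seq, in each comparison the 6 higher and 6 lower genes with the largest log2 fold change among those past the threshold with a mean of at least 200 in the higher group and an established symbol on 1 row, up to 4 members past the threshold per list, and repeats by the same minimum. The first part of the paper's oocyte source data had been seen when this rule was written. Gene positions are from a GRCm38 annotation.

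The list test was tested on simulated data. Among 400 simulated lists of 50 genes drawn from the 11651 genes of the oocyte comparison, 96.5% of those shifted by 3 in z were found, and 4.5% of those without a shift lay outside the central 95%. Alternatives were a stricter adjusted p, a minimum fold change, a minimum mean of 50, genes and repeats adjusted apart, symbols on more than 1 row left out, the authors' Monte Carlo share, a pseudocount of 10, centring, and other correlations. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.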

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

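Genes of ribosome synthesis and the mitochondrial genome were lower in M-Z+ than in control 2C embryos, and the paper does not discuss them. The tests of mt-Rnr1 and of ribosomal protein genes in oocytes were chosen after the results were seen.

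Ribosomal protein genes were lower in M-Z+ than in control 2C embryos at 67 of 82 rows. Their median log2 fold change was -4.00, below the central 95% (-1.52 to 0.47) of random lists matched on transcript length and expression, which argues against poor recovery of short transcripts as the whole cause. In *Kdm1a Zp3* oocytes, whose controls share the earlier study, the median of the 69 rows tested there was 0.87, which argues against a study difference common to both stages. A study difference confined to 2C libraries stays open, as does a biological delay of these embryos, which was not tested apart from genotype.

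Of 53 ribosome biogenesis genes, 30 were lower in M-Z+ than in control 2C embryos and 0 higher (32 and 0 when adjusted over the list alone, two-sided Fisher's exact test, p adjusted over lists 4.91e-07), among them the ribosome assembly factors Wdr74, Nop16 and Nop2 with log2 fold changes of -8.81, -8.76 and -7.10 in the authors' deposited table. Against control oocytes, 12 of 48 were lower in M-Z+ embryos (13 when adjusted over the list alone, p adjusted over lists 0.0175), including Nob1 at -3.53 and Ubtf, an RNA polymerase I factor, at -3.45 in the authors' deposited table. Of 32 spliceosome genes, 11 were lower and 2 higher in M-Z+ embryos than in control oocytes (12 and 3 when adjusted over the list alone, p adjusted over lists 0.00338), with Xab2 at -5.82 and Snrpd2 at -5.64 in the authors' deposited table. This is not shown to be a change of the mutant, as 10 of 34 were lower in control 2C embryos than in control oocytes (10 when adjusted over the list alone) and 5 of 34 were lower in M-Z+ than in control 2C embryos (5 when adjusted over the list alone, p adjusted over lists 0.614). Of 28 mitochondrial genes, 24 were lower in M-Z+ than in control 2C embryos (26 when adjusted over the list alone, p adjusted over lists 1.96e-11), with a median of -5.97. In control 2C embryos 29 of 31 were higher than in control oocytes (30 when adjusted over the list alone), with a median of 4.57, and in M-Z+ embryos 7 of 15 were lower and 3 higher (10 and 3 when adjusted over the list alone), with a median of -1.89. These medians are not of the same rows, since 14 of the 29 higher in control embryos were not tested in M-Z+ embryos against control oocytes.

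The lower mitochondrial mRNAs of *Kdm1a Zp3* oocytes were weighed against technical explanations. The mitochondrial rRNA mt-Rnr1 had a log2 fold change of -0.28 in the authors' deposited table, which argues against a loss of all mitochondrial RNA. Replication-dependent histone genes, whose mRNAs lack a poly(A) tail, had a median of 0.58. The 4 tested members of a second list of RNAs without such a tail had one of -0.34, against -2.49 for the mitochondrial genes. This argues against fewer reads from RNAs without a tail as the whole cause. These lists cannot test RNAs with a short tail, so lower recovery that depends on tail length stays open. A difference between studies that acts on mitochondrial mRNAs alone stays open, and no biological explanation was tested.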

How the results depend on the processing

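The alternative that counts untested genes as not called was chosen after the data were examined, and all others before. At an adjusted p under 0.01, 142 genes were higher and 95 lower in *Kdm1a Zp3* oocytes, with 0 repeats higher and 1 lower, 943 genes were higher in M-Z+ than in control 2C embryos, 1931 were lower in control 2C embryos than in control oocytes, and 296 were higher and 601 lower in M-Z+ embryos than in control oocytes. With the Monte Carlo share in place of the p-value, oocytes had 184 genes higher and 114 lower and 0 repeats higher and 1 lower. With repeats adjusted apart from genes 0 were higher and 1 lower, and with a minimum mean of 50, 1 repeat was higher. The stricter threshold lowers counts by construction, and the cause was not tested for the others. The correlation of log2 fold changes was 0.332 by Spearman and 0.382 over genes with a mean of at least 50. For M-Z+ embryos, that of means was 0.771 with control oocytes and 0.527 with control 2C embryos by Pearson, and 0.736 and 0.473 with the minimum mean.

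The minimum log2 fold change of 1 removed no gene, since the smallest change past the threshold was 1.52, and so tested nothing. The 12 results run without symbols on more than 1 row stayed within 1.5 times of their values. The 4 overlaps of genes called in control 2C embryos with those of M-Z+ embryos stayed past the threshold of the two-sided Fisher's exact test under each alternative with a test, but some percents moved far. The comparisons share control groups, which alone favours passing this test, so staying past it does not show that the overlaps are robust. No alternative was run for the overlaps between oocytes and 2C embryos. Genes activated in control 2C embryos and also in M-Z+ embryos were 11.4%, 6.34% at an adjusted p under 0.01, 6.02% with untested genes counted as not called and 38.3% with a log2 change past 1 in the second comparison, and for repressed genes 20.6% became 13.4% and 51.5% under the first and last of these. Of 70 list medians, 6 changed sign under centring and 5 under the minimum mean, including that of ribosomal proteins between M-Z+ embryos and control oocytes (-0.11, 0.16 and 0.32). Of named genes, 9 moved and 579 did not under centring, and 155 moved and 433 did not with a pseudocount of 10. The median log2 fold change of tested genes was -0.33 between M-Z+ and control 2C embryos and -0.26 between M-Z+ embryos and control oocytes, smaller than the smallest changes past the threshold (1.90 and 1.75), so centring could not turn the sign of any gene past it. No paired analysis was possible because the tables hold group means only. For the same reason leave-one-out and the replicate block were not run, nor were alternatives for repeats of 2C embryos.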

Differences from the paper's values

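Of the values the paper prints for measures computed here, the 2 gene counts in oocytes have their directions exchanged. Neither is over 1.5 times the other, the bound used for a difference in size. The other differences concern statements.

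The paper assigns the larger of its oocyte gene counts to lower expression in *Kdm1a Zp3* oocytes, also in Figure 3A. The named columns of the authors' deposited table give 281 genes higher and 195 lower in the mutant. In those columns Kdm1a is lower and Mt1 higher in the mutant, as the paper says of both.

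The paper describes the reductions of mitochondrial genes in oocytes as small. mt-Co3 had a log2 fold change of -3.01 in the authors' deposited table, an 8.03-fold reduction. The paper says that few of the changed genes combined a large fold change with a low p-value, and states no thresholds. Of 476 genes, 134 had a log2 change past 3 and an adjusted p under 0.01, bounds chosen after the values were seen. A mean of at least 200 in the higher group was reached by 84 of these 134.

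The paper describes Tet1 as not expressed in oocytes. Its means were 82.8 in control and 388 in mutant oocytes in the authors' deposited table, with an adjusted p of 0.0108 from the authors' Monte Carlo negative binomial test. The paper counts Dppa3 among the misregulated genes of M-Z+ 2C embryos, by sequencing and RT-PCR, and its adjusted p was 0.596 in the authors' deposited table. The folds the paper prints for Tet1, Trim28, Zfp57 and Dnmt1 match the values here on the log2 scale. On the linear scale these are a 14.2-fold and a 9.76-fold reduction and a 9.20-fold and a 4.41-fold increase in the authors' deposited table.

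The legends of the source data name the columns of the tables with 2C embryos in the opposite order to the one used here. The paper's discussion gives the share of zygotic genes not activated and of oocyte genes retained. As ratios of counts these came to 79.7% and 58.0%, and gene by gene, as genes tested in both comparisons without the same call, to 88.6% and 79.4%. With a log2 fold change past 1 as sufficient in M-Z+ embryos, 38.3% and 51.5% were shared, part of which is expected from the shared control oocytes.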

Other observations

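The test of genes higher in M-Z+ embryos against their change in oocytes was chosen after the results were seen, as were the tests of scaling by direction and of genes without a test in oocytes and the overlaps between oocytes and 2C embryos. Of 40 genes of histone methylation, 8 were lower and 1 higher in M-Z+ than in control 2C embryos (8 and 0 when adjusted over the list alone), about the share among the other genes (odds ratio for lower genes 0.858, p adjusted over lists 0.850). The lower ones include Kdm4c at -8.06, Kdm5a at -5.94 and Kdm5b at -5.29 on the log2 scale in the authors' deposited table. Of 5 tested genes of metallothioneins and zinc transport 2 were lower and 1 higher (2 and 1 when adjusted over the list alone, p adjusted over lists 0.517 and 0.668). Mt2 had a log2 fold change of -10.13, the zinc exporter Slc30a1 one of -6.39 and the skin-type gene Mt4 one of 6.49 in the authors' deposited table, and Mt1 did not pass, at -1.91 (adjusted p = 0.136). Of 31 proteasome genes 11 were lower and 0 higher (11 and 0 when adjusted over the list alone, p adjusted over lists 0.190), with Psmb5 at -8.01 in the authors' deposited table. Of 18 genes of RNA clearance 5 were higher and 1 lower (7 and 1 when adjusted over the list alone, two-sided Fisher's exact test, p adjusted over lists 0.158 for higher), among them the deadenylation factors Cnot11 at 4.30 and Btg4 at 2.54 in the authors' deposited table. Of 23 imprinted genes 6 were lower and 3 higher (6 and 3 when adjusted over the list alone), with Igf2r at -6.24 and Kcnq1ot1 at -4.72 in the authors' deposited table. Both counts were about the share among the other tested genes (two-sided Fisher's exact test, p adjusted over lists 0.831 for lower and 0.852 for higher).

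Of 38 replication-dependent histone genes, 0 were lower and 1 higher in M-Z+ than in control 2C embryos (0 and 0 when adjusted over the list alone), fewer lower than among the other genes (two-sided Fisher's exact test, p adjusted over lists 4.94e-04). Of 34 spliceosome genes 5 were lower and 1 higher, of 13 heat shock genes 2 and 1, of 8 p53 targets 1 and 0, and of 7 RNAs without a poly(A) tail 2 and 0 (5 and 1, 2 and 0, 0 and 0, and 2 and 0 when adjusted over the list alone). Of 4 tested markers of cumulus and granulosa cells, Cyp19a1 was higher at 7.83, and Amhr2 and Star lower at -7.42 and -4.40 in the authors' deposited table (1 and 2 when adjusted over the list alone), and of blood, oviduct and sperm markers 0 were tested there. In oocytes, 1 of 11 blood, 1 of 10 oviduct, 1 of 19 cumulus and granulosa and 0 sperm markers were tested, and all 3 had higher means in the mutant. The oviduct gene Dnah5 passed at a log2 fold change of 2.32, and Cyp19a1 at 2.15 and the blood marker at 5.35 did not, in the authors' deposited table. As their lists had 1 tested member each, adjustment over the list alone, under which they pass, is no adjustment.

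Genes that were higher in *Kdm1a Zp3* oocytes overlapped with those higher in M-Z+ 2C embryos. Of 232 genes tested in both, 114 or 49.1% (95% Wilson interval 42.8% to 55.5%) were shared, against 33.7 for independent lists (two-sided Fisher's exact test, odds ratio 6.08, adjusted p = 3.28e-36 over 4 overlaps). Btn1a1, Nfatc1 and Slco1a5 are among them. Of 156 lower genes 47 were shared, against 24.3 (two-sided Fisher's exact test, adjusted p = 7.14e-06). Opposite directions were shared less often, 24 of 232 against 36.2 (two-sided Fisher's exact test, adjusted p = 0.0274) and 9 of 156 against 22.7 (adjusted p = 0.00108). These comparisons share no libraries, but the controls of both come from the earlier study.

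The differences between M-Z+ and control 2C embryos were weighed against technical explanations. A study difference common to both stages would move the same genes in oocytes. There, the 1541 of 2794 lower genes that were tested had a median log2 fold change of -0.054 (SD 1.43) and the 1437 of 1527 higher ones 0.35 (SD 1.33), far from their -3.71 and 3.67 in 2C embryos, though the 114 shared higher and 47 shared lower genes stay open to it. The other 1343 genes were not tested in oocytes, so for them study and genotype cannot be told apart. A scaling difference moves all genes by 1 factor in 1 direction, while 35.3% of the genes past the threshold were higher and the others lower. A single factor alone cannot give both directions. Since median normalization favours calls in both directions, these shares do not show how far scaling shifted the values, and a part of it stays open. Loss of reads from low genes stays open. The median mean of the lower genes in controls was 366, but with 10641 of the 12385 tested genes at a mean of at least 50 in the higher group it could hardly have been low, and genes that lost all reads can be among those not tested. A study difference confined to 2C libraries cannot be told apart from genotype.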
